# Mice Deficient in the Respiratory Chain Gene *Cox6a2* Are Protected against High-Fat Diet-Induced Obesity and Insulin Resistance

**DOI:** 10.1371/journal.pone.0056719

**Published:** 2013-02-27

**Authors:** Roel Quintens, Sarvjeet Singh, Katleen Lemaire, Katrien De Bock, Mikaela Granvik, Anica Schraenen, Irene Olga Cornelia Maria Vroegrijk, Veronica Costa, Pieter Van Noten, Dennis Lambrechts, Stefan Lehnert, Leentje Van Lommel, Lieven Thorrez, Geoffroy De Faudeur, Johannes Anthonius Romijn, John Michael Shelton, Luca Scorrano, Henri Roger Lijnen, Peter Jacobus Voshol, Peter Carmeliet, Pradeep Puthenveetil Abraham Mammen, Frans Schuit

## Abstract

Oxidative phosphorylation in mitochondria is responsible for 90% of ATP synthesis in most cells. This essential housekeeping function is mediated by nuclear and mitochondrial genes encoding subunits of complex I to V of the respiratory chain. Although complex IV is the best studied of these complexes, the exact function of the striated muscle-specific subunit COX6A2 is still poorly understood. In this study, we show that *Cox6a2*-deficient mice are protected against high-fat diet-induced obesity, insulin resistance and glucose intolerance. This phenotype results from elevated energy expenditure and a skeletal muscle fiber type switch towards more oxidative fibers. At the molecular level we observe increased formation of reactive oxygen species, constitutive activation of AMP-activated protein kinase, and enhanced expression of uncoupling proteins. Our data indicate that COX6A2 is a regulator of respiratory uncoupling in muscle and we demonstrate that a novel and direct link exists between muscle respiratory chain activity and diet-induced obesity/insulin resistance.

## Introduction

The worldwide prevalence of type 2 diabetes and obesity has reached epidemic proportions as the result of the interaction of a Westernized lifestyle with genetic determinants that are prevalent in human populations. Obesity often predisposes to the development of insulin resistance and type 2 diabetes, and therefore weight loss by promotion of a healthy lifestyle is often the initial therapeutic target of intervention for obese, type 2 diabetic patients. However, this strategy has only short-term success in 95% of the cases [1]. Thus, it has been proposed that long-term strategies for inducing weight loss should also aim at increasing the patients' metabolic rates (energy expenditure) by decreasing their metabolic efficiency. This can be achieved in mice by induction of mitochondrial uncoupling proteins (UCPs), which dissipate energy as heat [2]–[5]. UCPs can be induced by different mechanisms among which reactive oxygen species (ROS) [6], or via activation of AMP-activated protein kinase (AMPK) [7], [8], which is a master regulator of energy homeostasis.

The role of mitochondrial dysfunction in the etiology of insulin resistance, type 2 diabetes and obesity is still unclear. Early reports indicated that mitochondrial dysfunction was a causative factor [9]–[12] and was the result of the accumulation of metabolites such as ROS and long chain fatty acids [13]–[15]. However, over the past few years, several studies have suggested that changes in mitochondrial function may be compensatory or even protective, rather than a cause of these diseases [16]–[18]. Moreover, it seems that mild mitochondrial dysfunction in muscle and liver in mice protects against obesity and diabetes [19], whereas mice with a progressive muscle-specific respiratory chain deficiency have reduced blood glucose levels and increased peripheral glucose uptake [20].

COX6A protein is one of the thirteen subunits of the respiratory chain complex IV (cytochrome *c* oxidase). Its exact role in this complex is not yet known; possible functions may be assembly of the complex as well as regulation of the catalytic properties of the core subunits. Mammalian COX6A is represented by two different isoforms, COX6A-L (COX6A1, liver-type) and COX6A-H (COX6A2, heart-type), which are encoded in the mouse by the *Cox6a1* and *Cox6a2* genes, respectively. Two differences between these isoforms are their expression and regulation. The COX6A1 subunit is ubiquitously expressed, whereas expression of COX6A2 is restricted to striated muscles [21], [22]. Unlike COX6A1, the COX6A2 subunit has the capability to bind ADP and ATP [23]. Binding of ADP results in an increase in catalytic activity which can be abolished by competition with a monoclonal antibody [24]. Moreover, at high intramitochondrial ATP/ADP ratios (i.e. at rest), reconstituted bovine heart complex IV has decreased proton pumping capacity, also referred to as intrinsic uncoupling or “slip” [25]. This mechanism has been suggested to play a role in thermogenesis in heart and skeletal muscle at rest [26] as well as in the protection against the formation of mitochondrial ROS [27], [28]. Interestingly, in the stepwise assembly of the mammalian complex IV, the COX6A subunit is only added in the final step [29], suggesting that this subunit plays a major role in the expression and enzymatic activity of functional complex IV.

Until present, the functional consequence of a global deletion of the *Cox6a2* gene in mice (*Cox6a2* ^−/−^) has only been investigated for the heart: the phenotype was described as mild diastolic cardiac dysfunction at elevated workload, resulting in decreased stroke work [30]. Because *Cox6a2* is also expressed in skeletal muscle and because of the specific regulatory properties of COX6A2 subunit in oxidative phosphorylation, we were interested in the effect of COX6A2 deficiency on skeletal muscle function as well as whole body energy metabolism and glucose homeostasis. Our data demonstrate a previously unrecognized link between presence of the *Cox6a2* gene in mice and the susceptibility to develop high-fat diet-induced obesity, insulin resistance and glucose intolerance.

## Results

### COX6A2 deficiency results in a moderate decrease in complex IV enzymatic activity and increased production of ROS in skeletal muscles

In agreement with previous reports [31], [32], COX6A1 protein expression was very low in three types of skeletal muscle: soleus (slow oxidative, mainly type I fibers), gastrocnemius (fast glycolytic, mainly type IIB fibers) and diaphragm (fast oxidative, mainly type IIA fibers) (Fig. 1A). On the contrary, COX6A2 protein was abundant not only in heart, but also in diaphragm and to a lesser extent in soleus and gastrocnemius muscle (Fig. 1A). In order to assess a direct functional consequence of *Cox6a2* deletion in mice, we measured mitochondrial complex IV enzymatic activity, both in heart and skeletal muscle and observed a moderate but significant reduction in all of these tissues (Fig. 1B). In contrast, oxygen consumption rates of isolated diaphragm were not affected by the *Cox6a2* deletion (Fig. 1C), indicating the existence of compensatory mechanisms. Since reduced complex IV activity is often associated with enhanced ROS production, and because intrinsic uncoupling of oxidative phosphorylation has been proposed to protect against the formation of ROS [28] we also measured steady state ROS levels in the diaphragm and hindlimbs of *Cox6a2* ^−/−^ and WT mice utilizing dihydroethidium, which preferentially indicates superoxide [33]. As is demonstrated in figures 1D and E, elevated ROS levels were detected both in diaphragm and in hindlimb muscles of *Cox6a2* ^−/−^ mice as compared to WT mice with the largest difference being measured in the diaphragm. Together, our results indicate that COX6A2 deficiency causes moderate loss of complex IV activity and increased ROS production in skeletal muscle.

**Figure 1:**
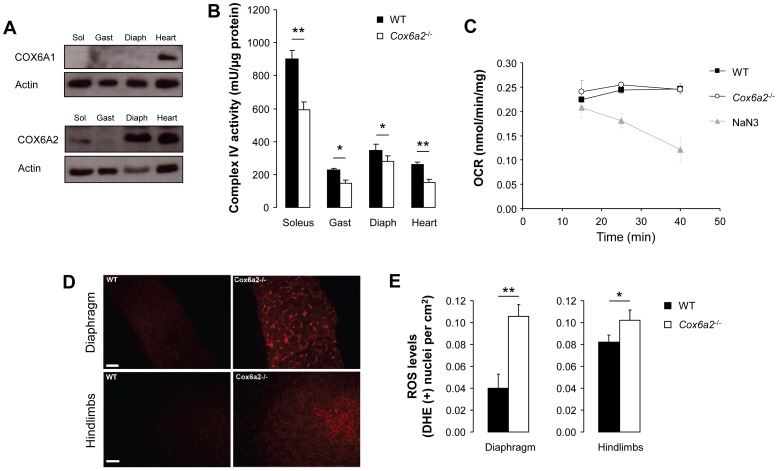
COX6A1 and COX6A2 expression in skeletal muscles and heart of WT mice. Disruption of the gene leads to reduced complex IV activity and enhanced ROS generation. (A) Representative images of western blots for COX6A1 and COX6A2 in different skeletal muscles. COX6A1 expression was only observed in the heart, whereas COX6A2 protein expression is highest in the heart and diaphragm and lowest in the gastrocnemius muscle, suggesting that COX6A2 expression correlates with muscle oxidative capacity. Sol: soleus muscle; Gast: gastrocnemius muscle; Diaph: diaphragm, (B) Complex IV activity measurements in skeletal muscles and heart of WT and *Cox6a2* ^−/−^ mice (n = 3), (C) Oxygen consumption rate in diaphragm of WT vs *Cox6a2* ^−/−^ mice (n = 3). Inhibition of complex IV by NaN_3_ was used to validate the method, (D) Measurement of steady state ROS levels by DHE staining. Representative images of DHE stained sections of the diaphragm (upper) and hindlimbs (lower) of WT and *Cox6a2* ^−/−^ mice. (E) Quantification of the number of positive myocytes stained with DHE (n = 6). *p<0.05, **p<0.01. Data represent mean+SEM.

### *Cox6a2* ^−/−^ mice are lean and protected against diet-induced obesity

Accumulation of ROS in skeletal muscle is often associated with mitochondrial dysfunction, insulin resistance and obesity. Therefore, we investigated the metabolic phenotype of *Cox6a2* ^−/−^ mice and compared animals that were fed a regular diet to those fed a high-fat diet (HFD). As shown in figure 2A, WT mice gained extra weight when fed a HFD as compared to a regular diet. However, *Cox6a2* ^−/−^ mice had superimposable weight gain curves on regular diet or HFD (Fig. 2A). Absolute food intake was reduced in HFD-fed *Cox6a2* ^−/−^ mice (Fig. 2B, left panel) but when corrected for body weight, food intake was significantly increased in *Cox6a2* ^−/−^ mice (Fig. 2B, middle panel). The difference in weight gain between WT and *Cox6a2* ^−/−^ mice can be attributed to decreased feed efficiency in the *Cox6a2* ^−/−^ strain (Fig. 2B, right panel). The increment in whole body weight after a HFD was primarily caused by increased mass of adipose tissue (both in gonadal and subcutaneous fat pads) in control animals (Fig. 2C). We also observed slightly increased heart weights in *Cox6a2* ^−/−^ mice (Fig. 2C) in which conforms the previous observation of cardiac hypertrophy caused by diastolic dysfunction [30].

**Figure 2:**
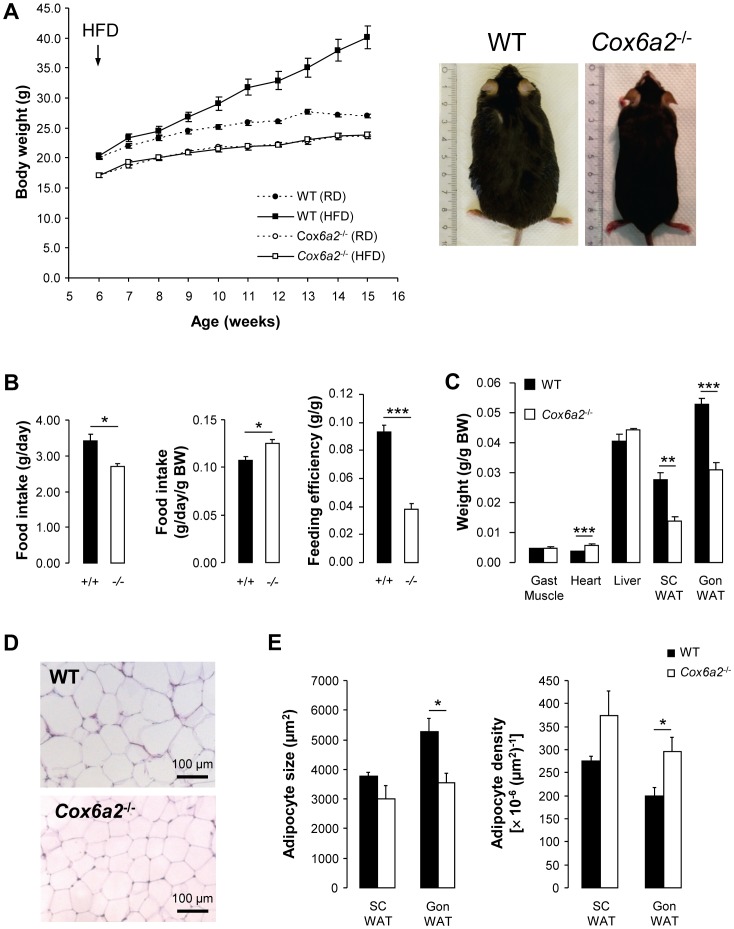
*Cox6a2* ^−/−^ mice are protected against high-fat diet-induced obesity. (A) Mice were fed a regular diet or a HFD starting from 6 weeks of age (n = 5 for WT, n = 14–16 for *Cox6a2* ^−/−^ mice). Body weight was monitored weekly. The right panel shows representative images of WT and *Cox6a2* ^−/−^ mice after 12 weeks of HFD feeding, (B) Absolute food intake, relative food intake and feed efficiency of mice fed a HFD (n = 5), (C) Average weight of gastrocnemius muscle, heart, liver, subcutaneous WAT and gonadal WAT dissected from mice that were fed a HFD for 12 weeks (n = 5). (D) Representative pictures of H&E staining of gonadal WAT of mice fed a HFD for 12 weeks. (E) Quantification of subcutaneous and gonadal WAT cell size and density (n = 5). *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean+SEM.

The reduced mass of the gonadal fat pad in *Cox6a2* ^−/−^ mice fed a HFD was associated with decreased adipocyte size and increased cellular density 12 weeks after the start of HFD feeding (Fig. 2D, E). A similar trend was observed in adipocytes from subcutaneous fat (Fig. 2E). Therefore, at the whole organism level, deficiency of COX6A2 protects against HFD-induced fat mass accumulation.

### Increased glucose tolerance and insulin sensitivity in *Cox6a2* ^−/−^ mice fed a HFD

Development of diet-induced obesity in WT mice was associated with increased plasma levels of insulin, leptin, cholesterol and triglycerides as compared to *Cox6a2* ^−/−^ mice (Table S1). Despite similar random fed blood glucose levels, the difference in plasma insulin levels between WT and *Cox6a2* ^−/−^ mice suggested that a difference in insulin sensitivity existed between the two strains. To further investigate this idea, we first performed intraperitoneal glucose tolerance tests in mice that were either on a regular diet or a HFD for 9 or 22 weeks. Although *Cox6a2* ^−/−^ mice fed a regular diet had significantly lower fasting glucose levels, no difference in glucose tolerance between *Cox6a2* ^−/−^ and WT mice was observed (Fig. 3A, left panel). However, while WT mice fed a HFD developed progressive glucose intolerance with a marked degree of hyperglycemia two hours after glucose injection (Fig. 3A), no difference in glucose tolerance was observed in *Cox6a2* ^−/−^ mice after 22 weeks of HFD *versus* regular diet (Fig. 3A). To assess whether the preservation of glucose tolerance in *Cox6a2* ^−/−^ mice after HFD was a result of increased insulin sensitivity, we performed hyperinsulinemic, euglycemic clamps on mice fed a HFD for 15 weeks. During hyperinsulinemia, plasma insulin levels were comparable between WT and *Cox6a2* ^−/−^ mice (Fig. 3B). Within 5 min after start of the i.v. administration of insulin, *Cox6a2* ^−/−^ mice exhibited a significant drop in blood glucose levels, required a significantly higher glucose infusion rate (Fig. 3C) to remain euglycemic but nevertheless had significantly lower blood glucose during the clamp than those in control mice (Fig. 3D). During hyperinsulinemia, whole body glucose disposal increased by 25% in WT mice as compared to the basal state (Fig. 3E). In *Cox6a2* ^−/−^ mice, however, whole body glucose disposal was more than 2-fold increased (Fig. 3E) during the clamp, indicating that peripheral (80% skeletal muscle) insulin sensitivity was significantly enhanced in *Cox6a2* ^−/−^ mice as compared to WT mice. Hepatic glucose production (HGP) was comparable in WT and *Cox6a2* ^−/−^ mice, which suggested that hepatic insulin sensitivity was not affected by the loss of the gene (Fig. 3E). We also performed clamps on mice fed a regular diet (WT: 26.2±1.6 g BW; *Cox6a2* ^−/−^: 22.8±0.4 g BW; *p* = 0.056). Unfortunately, four out of five *Cox6a2* ^−/−^ mice died during the experiment because of excessive glucose infusion rates that could not prevent hypoglycemia. The average glucose level of these mice at the time of death was 42.3±4.7 mg/dl. This suggested that *Cox6a2* ^−/−^ mice are more insulin sensitive as compared to WT mice, even when fed a regular diet. As a possible mechanism, we examined the activities of the insulin signaling intermediate Akt and of the metabolic regulator AMPK. Whereas we found no difference in insulin-stimulated phosphorylation of Akt (Fig. 3F), we observed that phosphorylation of AMPK was increased about threefold in skeletal muscle of regular fed *Cox6a2* ^−/−^ mice (Fig. 3G) indicating that AMPK is constitutively activated in *Cox6a2* ^−/−^ mice.

**Figure 3:**
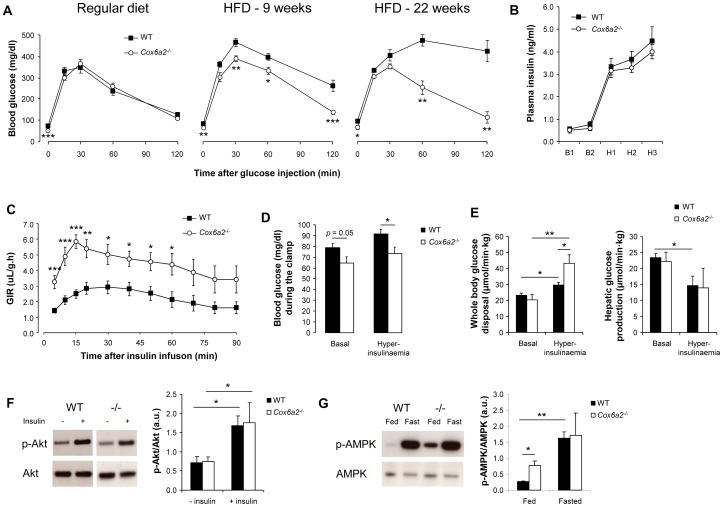
Increased glucose tolerance and insulin sensitivity in *Cox6a2* ^−/−^ mice is associated with constitutive activation of AMPK. (A) After a 16–18 h fast, mice were injected with 2.5 mg/g BW glucose and blood glucose levels were monitored for 2 h (n = 7–9 for RD, n = 4–11 for 9 weeks of HFD, n = 3–4 for 22 weeks of HFD). Note that WT animals become progressively glucose intolerant when receiving HFD, whereas *Cox6a2* ^−/−^ mice are completely protected against HFD-induced glucose intolerance, (B) Hyperinsulinemic, euglycemic clamps were performed on mice (21 weeks old) fed a HFD for 15 weeks (n = 6–8). Plasma insulin levels before (10 min: B_1_; 0 min: B_2_) and after (70 min: H_1_; 80 min: H_2_; 90 min: H_3_) insulin infusion, (C) The glucose infusion rate (GIR) was monitored for 90 min after administration of a hyperinsulinemic solution via the tail vein, (D) Blood glucose levels before insulin infusion (basal) and at the end of the clamp (hyperinsulinaemia), (E) Whole body glucose disposal (left) and hepatic glucose production (right) were measured during the basal period and under hyperinsulinemic conditions, (F) Western blot analysis of insulin-stimulated phosphorylation of Akt in soleus muscle of regular diet fed mice. No difference was observed between fasted (18 h) WT and *Cox6a2* ^−/−^ mice (n = 3), (G) Western blot analysis of AMPK phosphorylation in response to fasting. Mice (n = 3) on a regular diet were either fed *ad libitum* or fasted overnight (18 h) before dissection of soleus muscles. *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean ± SEM.

### Energy expenditure and adaptive thermogenesis are increased in *Cox6a2* ^−/−^ mice

In order to determine whether the lean phenotype of the *Cox6a2* ^−/−^ mice was due to an increased basal metabolic rate and energy expenditure, indirect calorimetric measurements were performed on weight-matched male mice fed a regular diet. The body composition of these mice was assessed using MRI, and revealed a small but statistically significant decrease in percent lean body mass in the *Cox6a2* ^−/−^ mice as compared to WT mice (Fig. S1A), whereas there was no difference in % fat mass in mice fed a regular diet (Fig. S1B). Daily food intake was similar between *Cox6a2* ^−/−^ and WT mice, but the daily intake of water was slightly lower in *Cox6a2* ^−/−^ mice (Fig. S1C). The indirect calorimetric measurements showed that, compared to WT mice, *Cox6a2* ^−/−^ mice consumed more oxygen and generated more heat during the day (Fig. 4A, B), which confirms an increased metabolic rate in *Cox6a2* ^−/−^ mice compared to WT mice. During the night, there was a non-significant increase in oxygen consumption and heat generation in *Cox6a2* ^−/−^ mice, despite a 25% decrease in spontaneous activity compared to WT mice (Fig. 4C). The calorimetric studies also revealed no difference in the respiratory exchange ratio (RER) between WT and *Cox6a2* ^−/−^ mice (Fig. 4D), suggesting that the ratio of carbohydrate over fat oxidation is unaltered in *Cox6a2* ^−/−^ mice. These data also indicated that the increased energy expenditure and thermogenesis in *Cox6a2* ^−/−^ mice were the main reasons for the lean phenotype of these mice, rather than differences in fuel selection for mitochondrial oxidation.

**Figure 4:**
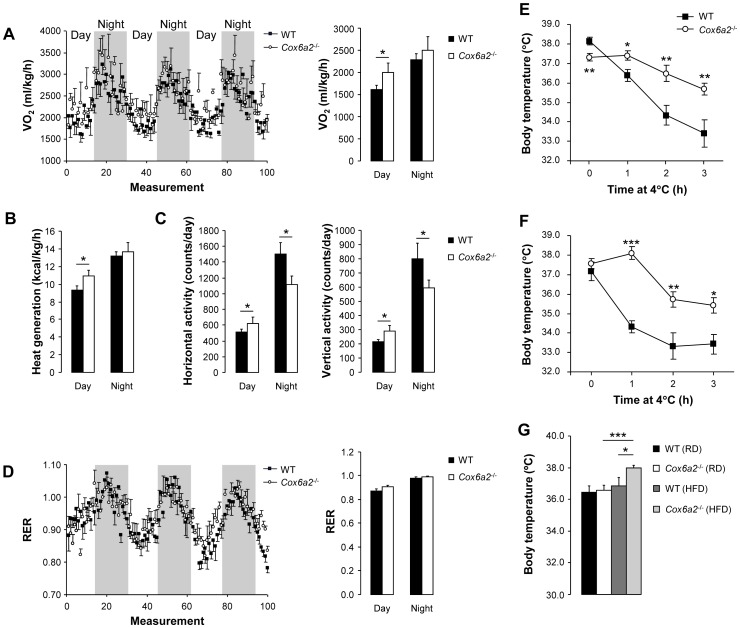
Increased energy expenditure and adaptive thermogenesis in *Cox6a2* ^−/−^ mice. (A–D) Oxygen consumption (A, left panel), average oxygen consumption (A, right panel), heat generation (B), spontaneous activity (C), and respiratory exchange ratio (D, left panel), average respiratory exchange ratio (D, right panel), measured in weight-matched mice of 12–16 weeks old (n = 4–5). Measurements were made over a three day period. Gray shades in A and B indicate dark cycles, (E–F) Mice (12–14 weeks old) fed a regular diet (E) or a HFD (F) were deprived of food, exposed to cold (4°C) and core body temperature was measured every hour for three hours (n = 5–9 for regular diet, n = 5–11 for HFD), (G) Core body temperature of mice (12–14 weeks old) fed a regular or a HFD (n = 5–9 for regular diet, n = 5–11 for HFD). *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean ± SEM.

We also assessed the effect of COX6A2 deficiency on adaptive thermogenesis by exposing mice to cold (4°C) for three hours and monitoring body temperature. Body temperature remained relatively constant in *Cox6a2* ^−/−^ mice fed either a regular diet (Fig. 4E) or a HFD (Fig. 4F), indicating enhanced non-shivering thermogenesis. Moreover, we also found that, in contrast to WT mice, *Cox6a2* ^−/−^ mice fed a HFD had increased core body temperature as compared to mice fed a regular diet (Fig. 4G). This may represent an additional mechanism to explain the resistance to diet-induced obesity we observed in *Cox6a2* ^−/−^ mice.

To rule out a compensatory thermoregulatory mechanism via the pituitary-thyroid axis, we also assessed thyrotropin (TSH) bioactivity (a measure for TSH content) and serum T_4_ levels. These assays revealed that both hormones were not significantly altered in *Cox6a2* ^−/−^ mice (Fig. S1D), suggesting that the pituitary-thyroid axis was not responsible for the increased thermogenesis observed in *Cox6a2* ^−/−^ mice exposed to cold. Therefore we wondered whether the COX6A2 subunit might be also expressed in thermogenic brown adipose tissue (BAT) or subcutaneous white adipose tissue (SC WAT), which has recently been shown to contain brown-like cells, called “beige fat” [34]. Thus, we analyzed public microarray data of BAT (GSE7623, [35]) and SC WAT (E-MEXP-1636, [36]). In both data sets, we found very heterogeneous Cox6a2 signals (Fig. S2) which may be reflective of either sample contamination, or expression of the gene in only a subpopulation of the cells, as would be expected in SC WAT. In the case of the latter, a high degree of correlation in the expression between Cox6a2 and the thermogenic protein UCP1 was to be expected. However, whereas expression of UCP1 was also very heterogeneous among the different SC WAT samples, there was no correlation with the expression of Cox6a2 (Fig. S2B). Instead, both in BAT and SC WAT we found very strong correlation between Cox6a2 and skeletal muscle markers (Fig. S2), indicating that when Cox6a2 expression is found in these tissues, it is most likely the result of contaminating skeletal muscle tissue in the samples.

Together, these data indicate that increased thermogenesis in *Cox6a2* ^−/−^ mice, which may be partly responsible for their protection against diet-induced obesity, results from loss of the gene in skeletal muscles, rather than more established thermogenic tissues such as BAT. These results also indicate that the COX6A2 subunit is an important regulator for whole-body metabolic rate.

### *Cox6a2* ^−/−^ mice lose body weight faster upon short-term starvation

The protection from diet-induced obesity, the inefficient energy metabolism and the increase in energy expenditure predicted that *Cox6a2* ^−/−^ mice would tolerate starvation less well than control mice. We tested this prediction by a starvation experiment with free access to water for 36 h at room temperature. The observation was that both male and female *Cox6a2* ^−/−^ mice lost significantly more weight compared to WT animals (Fig. S3A, B). In fact, two out of ten *Cox6a2* ^−/−^ male mice had to be refed after 24 h, because they were lethargic. Between 24 h and 36 h of fasting, the calculated average weight loss in the remaining eight *Cox6a2* ^−/−^ male mice (slope = −0.52±0.03% weight loss per h) was 2-fold greater as compared to the male controls (slope = −0.28±0.02%; *p*<0.001) (Fig. S3A). This period corresponds to the “coping phase” of body weight loss, in which primarily fat and ketone bodies are used as an energy source [37]. We also evaluated the effect of fasting on *Cox6a2* expression in different muscles and found that during fasting, *Cox6a2* expression, both at the mRNA (Fig. S3C) as well as the protein level (Fig. S3D), was increased in the soleus muscle but not the gastrocnemius or the diaphragm of WT mice. This suggests that the feeding-dependent regulation of *Cox6a2* expression is restricted to type I myofibers.

### *Cox6a2* ^−/−^ mice display elevated expression of uncoupling proteins in muscles, heart and adipose tissue

Uncoupling proteins serve a critical role in the regulation of cell metabolism and overall energy expenditure and are often induced in animal models that are protected against obesity. We therefore measured the *Ucp* transcript levels not only in skeletal muscle, but also in heart, and adipose tissue (WAT and BAT). A significant relative increase in UCP2 expression was measured in muscle and fat of *Cox6a2* ^−/−^ mice, but there were tissue-specific differences (Fig. 5A) with the highest increase being measured in the diaphragm. Furthermore, UCP1 mRNA expression in the diaphragm, soleus muscle and heart of *Cox6a2* ^−/−^ mice was upregulated by 4- to 9-fold (Fig. 5B) In WAT of mice that were fed a HFD we found that both UCP1 and UCP2 mRNA expression was further increased 3-to 5-fold in *Cox6a2* ^−/−^ mice as compared to mice fed a regular diet (Fig. S4A). Interestingly, a similar increase in UCP2 expression in response to HFD was seen in WAT of obesity-resistant C57BL/KsJ and A/J mice, whereas in the obesity-prone C57BL/6J mouse strain no difference in UCP2 expression could be seen in HFD fed mice [38]. Also in gastrocnemius muscle of HFD fed *Cox6a2* ^−/−^ mice, expression of UCP2 was further elevated compared to *Cox6a2* ^−/−^ mice on a regular diet (Fig. S4B).

**Figure 5:**
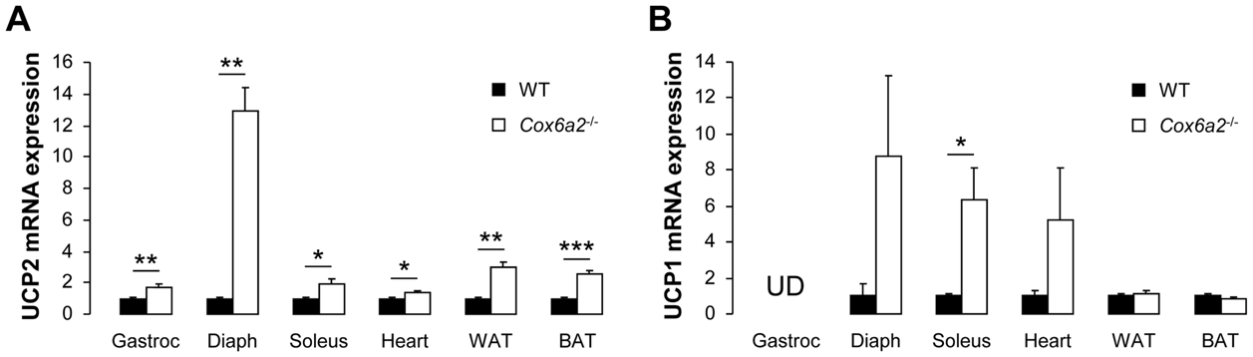
Increased UCP2 (A) and UCP1 (B) expression in metabolically active tissues of *Cox6a2* ^−/−^ mice. Quantitative RT-PCRs were performed on cDNA from gastrocnemius muscle, diaphragm, soleus muscle, heart, white and brown adipose tissue (n = 3–5). Gene expression in WT mice was set at 1.0 for each individual tissue. UD = Undetectable. Please note that UCP1 mRNA expression in BAT is about 100-fold that of other tissues. *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean ± SEM.

### Fiber type switch in skeletal muscle of *Cox6a2* ^−/−^ mice

The changes in *Ucp* gene expression and ROS levels in muscle of *Cox6a2* ^−/−^ mice led to the question whether more global differences of the gene expression exist. 

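To address this, mRNA levels were measured on mouse Gene 1.0 ST arrays, which carry probes along the whole length of each transcript, in diaphragm and gastrocnemius muscle of male *Cox6a2* -/- (KO) and WT mice aged 10 to 12 weeks. There were 4 groups of 3 arrays, each array made from 100 ng of total RNA. The authors corrected the scanner signals for background, normalized them between arrays and summarised them per transcript with the RMA method, so that the deposited values are log2 signals. From these, 19938 genes were represented by their brightest probe set with 1 gene symbol, and groups were compared in 1 limma model with Benjamini-Hochberg adjustment, a gene being called at an adjusted p under 0.05. The number of arrays limits the precision.
The deleted gene, *Cox6a2*, which encodes the heart and muscle form of a cytochrome *c* oxidase subunit, had a log2 signal of 11.89 ± 0.16 (SD, n = 3) on the arrays labelled WT diaphragm, 6.89 ± 0.16 (SD, n = 3) in KO diaphragm, 11.74 ± 0.096 (SD, n = 3) in WT gastrocnemius and 6.93 ± 0.23 (SD, n = 3) in KO gastrocnemius. In both muscles every KO array lay below every WT array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). *Hoxc10*, a gene of hindlimb position, had a log2 signal of 8.68 on the arrays labelled WT diaphragm, 8.44 in WT gastrocnemius and 8.53 in KO gastrocnemius, against 4.18 in KO diaphragm. *Upk3b*, a marker of the mesothelium that covers the diaphragm, was at 5.41 on the arrays labelled WT diaphragm and at 9.31 in KO diaphragm, with 5.49 in WT and 5.16 in KO gastrocnemius. Over all genes, the arrays labelled WT diaphragm correlated with those of WT gastrocnemius at 0.982 to 0.988 and with those of KO diaphragm at 0.965 to 0.978. For this reason the wording "the arrays labelled WT diaphragm" is used here, and each direction given for diaphragm is drawn from these arrays. If these hold hindlimb muscle RNA, a rise or fall given for diaphragm may be a difference between muscles and not an effect of the knockout.

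**Figure D1:**
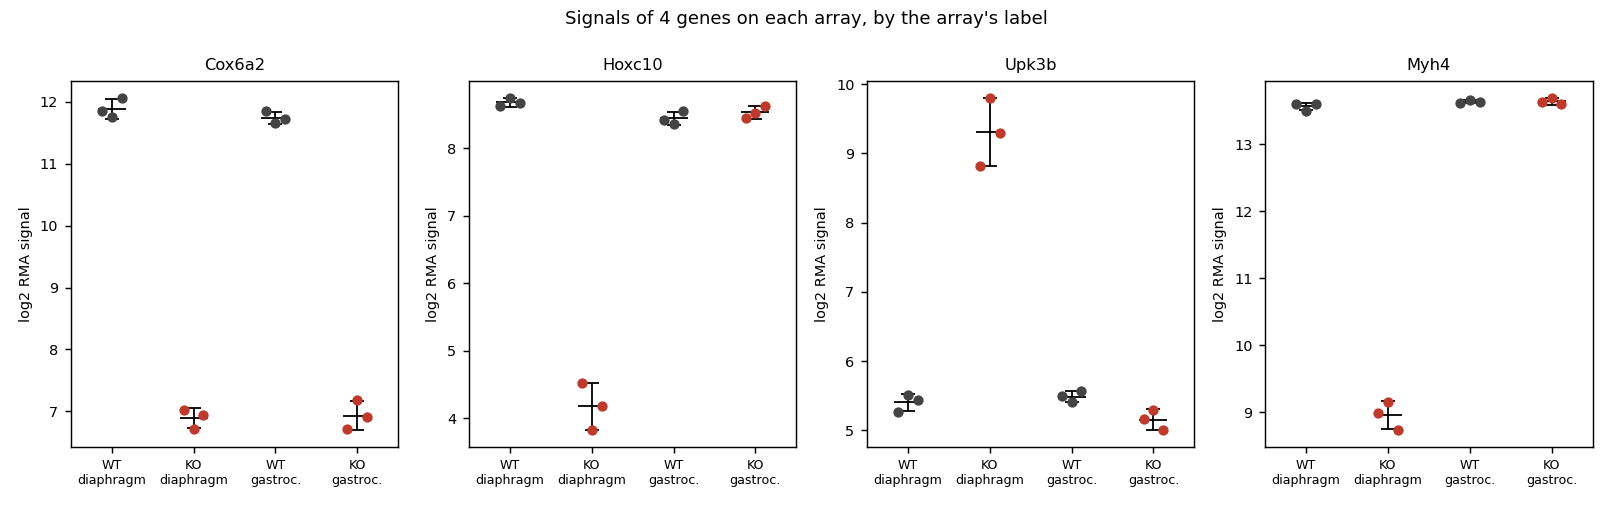
Log2 RMA signal of *Cox6a2*, *Hoxc10*, *Upk3b* and *Myh4* (vertical axes) on the 3 arrays of each of the 4 groups (horizontal axes, by label); points are arrays, horizontal marks are means and bars are SD. *Cox6a2* is near 6.9 in both KO groups, while for *Hoxc10*, *Upk3b* and *Myh4* the KO diaphragm arrays stand apart from the other 9 arrays.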

Since most of the changes in mRNA expression were small, a gene set enrichment analysis (GSEA) was undertaken to identify statistically significant, coordinate changes in gene expression of *a priori* defined sets of genes. 

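In diaphragm, 3258 genes were higher and 2238 were lower in KO mice than on the arrays labelled WT diaphragm, most of them by less than 2-fold. The excess of higher genes depended on the scaling of the arrays: after quantile normalization more genes were lower than higher. The largest increases included *Tecrl* (log2 fold change 4.52, standard error 0.24, adjusted p = 1.5e-08), *Gpm6a* (4.19) and *Cxcl13*, a B cell chemokine (3.74), and the largest decreases included *Smox*, which encodes spermine oxidase (-4.56), and *Slc16a3*, a lactate transporter (-4.41). In gastrocnemius, 81 genes were higher and 37 were lower in KO mice. Among them, *Fos* rose by 2.21 (standard error 0.24, adjusted p = 4.8e-04), the mitochondrial carrier *Slc25a25* by 1.86 and the stress gene *Ddit4* by 1.64, and *Trim12a* fell by 1.75 and *Nnat* by 1.22 on the log2 scale. In diaphragm, 600 of the higher and 231 of the lower genes changed by more than 2-fold, and the median fold change of called genes was 1.44. The corresponding counts in gastrocnemius were 16 and 5. The 3 KO arrays lay wholly above or wholly below the 3 WT arrays for 43.1% of genes in diaphragm and 23.2% in gastrocnemius, where chance gives 10%. Together with these genes in diaphragm, *Hoxc10* fell by 4.51. Leaving out any 1 of the 6 gastrocnemius arrays lowered the higher genes in gastrocnemius to between 24 and 45, and the fit without the arrays labelled WT diaphragm called 57 higher and 20 lower. The calls in gastrocnemius, 118 in all, also moved with the scaling, to 187 after median centring and 76 after quantile normalization.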

In both the gastrocnemius muscle and diaphragm, expression of genes associated with mitochondrial function as well as oxidoreductase activity was elevated in *Cox6a2* ^−/−^ mice as compared to WT mice (Table S2). 

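Most genes of fatty acid oxidation and of the citric acid cycle were higher in KO diaphragm than on the arrays labelled WT diaphragm. Of the 77 genes of the mitochondrial ribosome, 54 were not called there. In gastrocnemius most members of each of these lists had small positive values without passing the test for single genes. The mean of the fatty acid list there was below that of random lists matched on signal. Of 20 measured genes of fatty acid uptake and oxidation, 19 rose in KO diaphragm and none fell (20 higher when adjusted over the list alone), with a mean log2 fold change of 0.96. Examples are *Acaa2* (1.38), *Echs1* (1.19) and *Hadh* (1.18), all enzymes of beta-oxidation. Of 17 genes of the citric acid cycle and pyruvate dehydrogenase, 16 rose (16 when adjusted over the list alone), by 0.52 on average, with *Idh2*, the mitochondrial isocitrate dehydrogenase, at 1.68 (standard error 0.15, adjusted p = 1.7e-06). Of 77 genes of the mitochondrial ribosome, 22 rose and 1 fell (24 and 2 when adjusted over the list alone), with a mean of 0.19 (camera, adjusted p = 1.5e-04; adjusted p = 0.51 with an estimated correlation); over all 6 arrays the KO and WT values of this mean overlapped (exact permutation test, p = 0.2). Without the array labelled WT diaphragm replicate 2 it was 0.11 (camera at the preset correlation, adjusted p = 0.028; with all arrays, adjusted p = 0.51 with an estimated correlation).
In gastrocnemius none of these genes was called by limma. The mitochondrial ribosome list had a mean of 0.17 (camera, adjusted p = 1.7e-11; adjusted p = 0.52 with an estimated correlation), with 71 of 77 members positive, 23 at an unadjusted p under 0.05 and 8 when adjusted over the list alone; *Mrps36* was at 0.47 (adjusted p = 0.084). For the citric acid cycle list the mean was 0.13 (camera, adjusted p = 0.0014; adjusted p = 0.53 with an estimated correlation), with 3 members at an unadjusted p under 0.05 and none when adjusted over the list alone. The mean of the fatty acid list in gastrocnemius was 0.03 (camera, adjusted p = 0.46), and 1 member was higher and 1 lower at an unadjusted p under 0.05. Random lists matched on signal had a mean of 0.05 there, and 6790 of 10000 were as high as the fatty acid list. For the citric acid cycle 627 of 10000 matched lists were as high, and for the mitochondrial ribosome 0. In diaphragm, camera gave an adjusted p of 2.9e-16 for the fatty acid list (adjusted p = 0.20 with an estimated correlation) and 1.3e-08 for the citric acid cycle list (adjusted p = 0.23 with an estimated correlation). With these lists in diaphragm, 8 of 8 mesothelial markers rose, by 2.42 on average. The fatty acid list was also higher in KO diaphragm than in KO gastrocnemius, by 1.03, with 19 of 20 genes called.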

Significant enrichment was found for instance for antioxidant enzymes (Table S3) as well as the subunits of the respiratory chain (Fig. 6A,B) which were, with the obvious exception of *Cox6a2*, almost all slightly (10–70%) upregulated (Fig. 6B). Similarly to the induction of ROS production (Fig. 1E), the effects at the level of gene expression were more outspoken in the diaphragm compared to the gastrocnemius muscle.

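Of 78 measured nuclear-encoded subunits of the respiratory chain, *Cox6a2* left out, 58 were higher in KO diaphragm than on the arrays labelled WT diaphragm and none was lower (62 higher and 1 lower when adjusted over the list alone). Their mean change was 33.8%, and 70 of the 78 lay between 10% and 70%. In gastrocnemius the mean change was 15.3%, with 73 of 78 positive and 54 between 10% and 70%, and no subunit was called by limma (27 higher at an unadjusted p under 0.05, 4 higher when adjusted over the list alone). Of 12 measured antioxidant enzymes of Table S3, 9 rose in KO diaphragm (9 when adjusted over the list alone), by a mean log2 fold change of 0.47; the study reports the enrichment of antioxidant enzymes from these same samples, so that the count is not independent evidence of its direction.
By complex, 22 of 34 subunits of complex I rose in diaphragm, 4 of 4 of complex II, 6 of 9 of complex III, 12 of 12 of complex IV and 13 of 17 of complex V. The largest increases were those of *Atp5g3* (log2 fold change 0.75, standard error 0.097, adjusted p = 5.6e-05) and *Atp5g1* (0.70), which encode the membrane ring of ATP synthase, *Ndufa9* of complex I (0.72) and *Cox7a1*, the muscle form of a complex IV subunit (0.70). In gastrocnemius, *Atp5k* was at 0.53 (adjusted p = 0.060), *Uqcr10* at 0.51 (adjusted p = 0.068) and *Cox5a* at 0.39 (adjusted p = 0.098). As a set, the respiratory chain genes had a camera adjusted p of 2.1e-16 in diaphragm (adjusted p = 0.28 with an estimated correlation) and of 2.1e-13 in gastrocnemius (adjusted p = 0.52 with an estimated correlation). In KO gastrocnemius, macrophage markers had a mean of -0.36, with 10 of 10 negative (camera, adjusted p = 0.0020, and 0.52 with an estimated correlation). The antioxidant list had an adjusted p of 1.7e-05 in diaphragm (adjusted p = 0.046 with an estimated correlation) and of 0.11 in gastrocnemius, where 3 members were higher and 1 lower when adjusted over the list alone. With these lists in diaphragm, *Hoxa5*, a gene of cervical position, rose by 1.60, the largest value among the 6 cervical position genes. Their mean was 0.50, with 4 called higher and 2 negative.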

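By label, the change between WT and KO differed between the muscles for 2958 genes by limma's test of the interaction. It was higher in diaphragm than in gastrocnemius for 1747 of them and lower for 1211. For the respiratory chain genes the mean log2 change was larger in diaphragm by 0.21, with 7 genes called higher and 1 lower in this test (5 and 0 when adjusted over the list alone). Without the array labelled WT diaphragm replicate 2, whose mean for this list was 10.17 beside 10.47 and 10.49 on the others, the difference was 0.11 (camera at the preset correlation, adjusted p = 0.031). With all arrays, the set test on the interaction gave an adjusted p of 6.5e-05 (camera; adjusted p = 0.70 with an estimated correlation). *Atp5h* of ATP synthase had a difference of 0.57 (adjusted p = 0.0087) and *Cox6c* of 0.54 (adjusted p = 0.010). The mitochondrial ribosome list had a mean difference of 0.01 (camera, adjusted p = 0.91), with 39 of 77 genes positive and 38 negative. For the antioxidant list of Table S3, which the study reports from these samples and which is therefore not independent evidence, 6 of 12 genes were called, all larger in diaphragm (6 when adjusted over the list alone), *Cat* with a difference of 0.93 (adjusted p = 0.0016) and *Prdx2* with 0.74 (adjusted p = 9.8e-04). The 10 hindlimb position genes had a mean log2 fold change of -1.29 in diaphragm and -0.01 in gastrocnemius, and 7 of them were called lower in the interaction. As the arrays labelled WT diaphragm enter this contrast, its directions are drawn from them too. If these hold hindlimb muscle RNA, the contrast cannot show whether the knockout acted differently in the muscles. Its means were 0.21 for the respiratory chain, 0.39 for the antioxidant, 0.01 for the mitochondrial ribosome and -1.28 for the hindlimb list. Between KO diaphragm and KO gastrocnemius, without any WT array, they were 0.22, 0.36, 0.05 and -1.28.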

**Figure 6:**
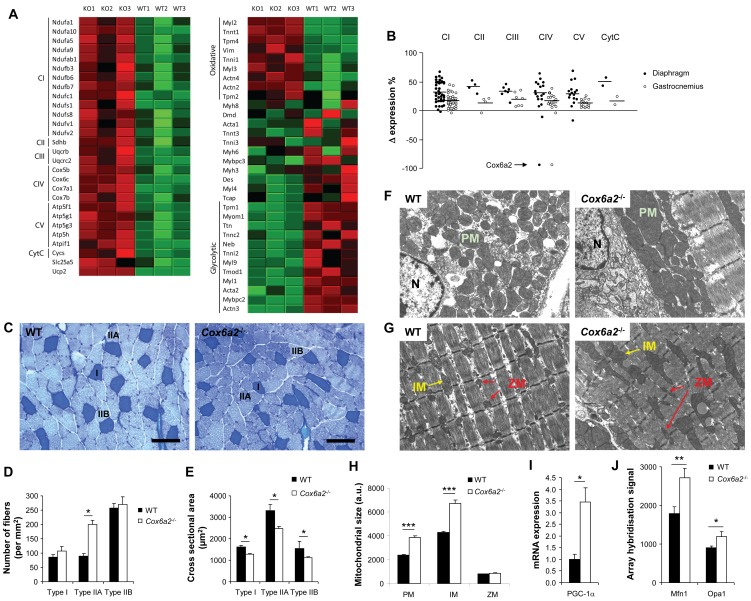
Fiber type switch and increased mitochondrial size in muscles of *Cox6a2* ^−/−^ mice. (A) Heat maps of top subsets of genes of a Gene Set Enrichment Analysis of gene expression in diaphragm of WT *versus Cox6a2* ^−/−^ mice on a regular diet (n = 3). Genes were ranked according to their signal-to-noise ratio. Left: Electron transport chain genes. Right: Striated muscle contraction genes. Red color indicates high expression, green color indicates low expression. KO: *Cox6a2* ^−/−^, (B) Relative changes in expression of genes of the electron transport chain in diaphragm and gastrocnemius muscle of *Cox6a2* ^−/−^ mice compared to WT mice. Horizontal bars indicate mean difference in expression. For complex IV, Cox6a2 was not taken into account for calculation of the mean difference in expression. CI, complex I; CII, complex II; CIII, complex III; CIV, complex IV; CV, complex V (ATP synthase); CytC, cytochrome *c*, (C) Fiber typing of gastrocnemius muscle by a metachromatic ATPase assay. ATPase activity stains type I fibers dark blue, type IIA fibers light blue, and type IIB fibers very light blue. Representative images of fiber typing in the gastrocnemius muscle from WT and *Cox6a2* ^−/−^ mice are shown. Scale bar = 100 µm. I, IIA, and IIB refer to type I, type IIA, and type IIB fibers, (D) Quantification of muscle fiber types in gastrocnemius muscle of WT and *Cox6a2* ^−/−^ mice (n = 20–30). Note the increase in the total number of fibers in gastrocnemius muscle from *Cox6a2* ^−/−^ mice, (E) Cross-sectional area of different fiber types in gastrocnemius of WT and *Cox6a2* ^−/−^ mice (n = 30–60), (F–G) Transmission electron micrographs of WT and *Cox6a2* ^−/−^ diaphragm. Perinuclear (F) and intermyofibrillar mitochondria (G) are shown. N: nucleus; M: mitochondrion; IM: intermyofibrillar mitochondria; Z: small intermyofibrillar mitochondria located near Z-discs, (H) Quantification of the mitochondrial size of the diaphragm of WT and *Cox6a2* ^−/−^ mice, (I) Pgc-1α mRNA expression in diaphragm of WT and *Cox6a2* ^−/−^ mice (n = 3) was measured using qRT-PCR, (J) mRNA expression signals for Mfn1 and Opa1 as measured by microarrays.

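Of the electron transport chain genes that could be read from the left heat map, 27 were measured, and 27 were higher in KO diaphragm than on the arrays labelled WT diaphragm. They included *Ndufb7* (log2 fold change 0.69, standard error 0.11, adjusted p = 3.4e-04), *Ndufs8* (0.69), *Cox7b* (0.61), *Uqcrc2* (0.52) and *Slc25a5* (0.76), which encodes an adenine nucleotide translocase. Of 32 striated muscle contraction genes read from the right heat map, 9 rose, 13 fell and 10 were not called. *Vim*, which encodes the intermediate filament vimentin, rose by 1.04 and *Actn2* by 0.47, whereas *Mybpc2*, the fast form of myosin-binding protein C, fell by 2.00 and *Tmod1* by 0.70. *Acta1*, the skeletal muscle actin, was at 0.00 (adjusted p = 0.99) and *Des* at -0.18 (adjusted p = 0.12). These genes were selected by the study on these samples, so that their counts are not independent evidence. In KO gastrocnemius none of them was called by limma, with 27 of the 27 genes of the left heat map positive. Among the genes that moved with them in diaphragm, *Hoxa9*, a gene of hindlimb position, fell by 1.34.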

The upregulation at the level of the respiratory chain coincided with enhanced expression of markers for oxidative (type I and IIA) myofibers, both in gastrocnemius muscle and in diaphragm of *Cox6a2* ^−/−^ mice (Fig. 6A, right panel). In contrast, markers for glycolytic (type IIB) myofibers were downregulated (Fig. 6A, right panel). These data indicate that in *Cox6a2* ^−/−^ mice, skeletal muscle fibers have switched to a slower, more oxidative phenotype. This change was confirmed at the histochemical level by performing a metachromatic ATPase assay, by which the fiber type composition within a skeletal muscle group can be determined. 

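Contractile genes of oxidative fibers were higher in KO diaphragm than on the arrays labelled WT diaphragm: 13 of 15 rose and none fell (13 when adjusted over the list alone), by 1.10 on the log2 scale on average. *Casq2*, the slow form of calsequestrin, rose by 3.06 (standard error 0.15, adjusted p = 7.5e-09), *Myl2*, the slow regulatory myosin light chain, by 1.74, *Tnnt1*, slow troponin T, by 1.61 and *Atp2a2*, the slow calcium pump, by 1.57. In gastrocnemius the same list had a mean of 0.07 and none of its 15 genes was called by limma (1 at an unadjusted p under 0.05 and 1 when adjusted over the list alone). There, *Casq2* was at 0.62 (adjusted p = 0.087), *Myl2* at 0.46 (adjusted p = 0.33) and *Tnnt1* at -0.25 (adjusted p = 0.59).
The list had a camera adjusted p of 1.3e-08 in diaphragm (adjusted p = 0.23 with an estimated correlation) and of 0.42 in gastrocnemius. The mean in gastrocnemius changed sign with the arrays left out, from -0.08 without KO gastrocnemius replicate 3 and -0.07 without WT gastrocnemius replicate 1 to 0.20 without WT gastrocnemius replicate 2, where the list passed camera's test at the preset correlation (with all arrays, adjusted p = 0.89 with an estimated correlation). The list was also higher in KO diaphragm than in KO gastrocnemius, by 0.92, with 12 of 15 genes called. With it, *Hoxc9*, a gene of hindlimb position, fell by 1.46 in diaphragm.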

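Contractile genes of glycolytic fibers were lower in KO diaphragm than on the arrays labelled WT diaphragm: 13 of 15 fell and 1 rose (13 and 1 when adjusted over the list alone), with a mean log2 fold change of -1.34. *Myh4*, the myosin heavy chain of type IIB fibers, fell by 4.61 (standard error 0.10, adjusted p = 1.5e-12), *Actn3* by 4.43, the calcium buffer *Pvalb* by 2.57 and *Mylk2*, the skeletal muscle myosin light chain kinase, by 2.28. In gastrocnemius the list had a mean of 0.03 and no gene was called by limma, none at an unadjusted p under 0.05 and none when adjusted over the list alone; *Myh4* was at 0.00 (adjusted p = 0.99). Camera gave an adjusted p of 8.9e-11 in diaphragm (adjusted p = 0.046 with an estimated correlation) and of 0.45 in gastrocnemius. Between KO diaphragm and KO gastrocnemius the mean was -1.41, with 13 genes lower and 1 higher. *Hoxd10*, a gene of hindlimb position, fell by 1.56 in diaphragm together with this list.

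**Figure D2:**
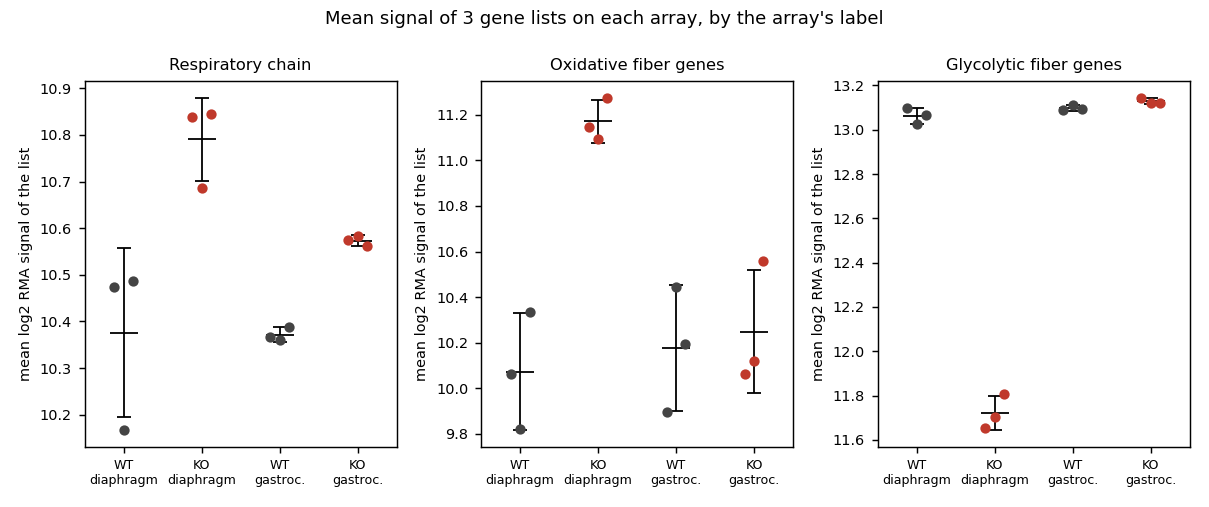
Mean log2 RMA signal of the respiratory chain, oxidative fiber and glycolytic fiber lists (vertical axes) on the 3 arrays of each of the 4 groups (horizontal axes, by label); points are arrays, horizontal marks are means and bars are SD. The glycolytic list lies at 11.72 in KO diaphragm and between 13.06 and 13.13 in the other groups.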

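Beyond the contractile genes, enzymes of glycolysis and glycogen use were lower in KO diaphragm than on the arrays labelled WT diaphragm: of 17 measured, 14 fell and none rose (15 and 1 when adjusted over the list alone), by a mean of -0.82. *Phka1*, a subunit of phosphorylase kinase, fell by 2.23 (standard error 0.10, adjusted p = 2.6e-09), *Phkg1* by 1.58 and *Pgm1*, phosphoglucomutase, by 1.43. Of 15 genes of glucose uptake and AMPK, 3 rose, 5 fell and 7 were not called in diaphragm (3 and 5 when adjusted over the list alone), with a mean of -0.45; the list was not called by camera (adjusted p = 0.20) but was by fry (adjusted p = 4.3e-04) and GSEA (adjusted p = 0.0096). Among them, *Prkag3*, an AMPK subunit of glycolytic muscle, fell by 2.70 and *Tbc1d4*, a regulator of glucose transport, rose by 1.49. In gastrocnemius the glycolysis list had a mean of -0.05 (camera, adjusted p = 0.79) with no gene called by limma and 1 higher and 1 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone). In diaphragm its camera adjusted p was 7.9e-12 (adjusted p = 0.14 with an estimated correlation). *Lrrn4*, a mesothelial marker, rose by 3.37 in diaphragm with these changes. From the higher oxidative and lower glycolytic markers, the paper concludes that muscle fibers of *Cox6a2* -/- mice switched to a slower, more oxidative type, and it relates this to the fiber counts of its ATPase staining of gastrocnemius muscle (Fig. 6C, D).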

As is demonstrated in figures 6C and 6D, we observed an increase in the number of oxidative type IIA fibers within the gastrocnemius muscle of *Cox6a2* ^−/−^ mice. Moreover, the total number of myofibers per mm^2^ was significantly increased in *Cox6a2* ^−/−^ gastrocnemius muscle, and the cross-sectional areas of all the fiber types in *Cox6a2* ^−/−^ mice were significantly reduced (Fig. 6E). Interestingly, we found that *Fndc5*, the gene that codes for the recently discovered antidiabetic hormone irisin [39] was also significantly increased in *Cox6a2* ^−/−^ diaphragm (data not shown). This is probably also a result of the fiber type switch since we found in the publicly available data from a microgenomic analysis of individual fast and slow myofibers [40] that *Fndc5* is preferentially expressed in slow fibers.

Together with a change in gene expression and fiber type, we also observed a change in mitochondrial size. Perinuclear as well as intermyofibrillar mitochondria were larger in the diaphragm of *Cox6a2* ^−/−^ mice (Fig. 6F, G, H), although we did not observe a difference in size of the small intermyofibrillar mitochondria located near the Z-discs. The alignment of myofibrils as well as the dense packaging of cristae within the mitochondria were not affected in *Cox6a2* ^−/−^ mice. The increase in mitochondrial size we observed in the diaphragm was associated with increased expression of the peroxisome proliferator-activated receptor γ coactivator, PGC-1α (Fig. 6I), a key regulator of mitochondrial biogenesis [41] and of skeletal muscle fiber type determination [42]. Also mitofusin-1 (Mfn1) and optic atrophy 1 (Opa1), both of which regulate mitochondrial fusion and therefore mitochondrial size [43], were increased in the diaphragm of *Cox6a2* ^−/−^ mice (Fig. 6J).

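*Mfn1* and *Opa1*, which encode GTPases that fuse the outer and the inner mitochondrial membrane, were higher in KO diaphragm than on the arrays labelled WT diaphragm. *Mfn1* had a log2 signal of 10.80 ± 0.10 (SD, n = 3) on the arrays labelled WT diaphragm and of 11.42 ± 0.11 (SD, n = 3) in KO diaphragm. It rose by 0.62 (standard error 0.092, adjusted p = 1.8e-04). *Opa1* had a log2 signal of 9.69 ± 0.12 (SD, n = 3) and 10.08 ± 0.13 (SD, n = 3), respectively, and rose by 0.39 (standard error 0.095, adjusted p = 0.0066). In gastrocnemius, *Mfn1* was at 0.09 (adjusted p = 0.65) and *Opa1* at 0.15 (adjusted p = 0.45). Of 9 measured genes of mitochondrial fusion and fission, 5 rose in diaphragm and none fell (5 when adjusted over the list alone), *Mtfp1* by 0.65 and *Oma1*, a protease that cleaves the Opa1 protein, by 0.61. The list had a camera adjusted p of 0.036 in diaphragm (adjusted p = 0.42 with an estimated correlation). In gastrocnemius its mean was 0.15, with 8 of 9 members positive and a camera adjusted p of 0.022 (adjusted p = 0.53 with an estimated correlation), and no member was called by limma (2 higher at an unadjusted p under 0.05, 1 when adjusted over the list alone). By GSEA the list was called in neither muscle (adjusted p = 0.14 in diaphragm and 0.19 in gastrocnemius), and by fry in diaphragm (adjusted p = 0.0078) but not in gastrocnemius (adjusted p = 0.18). The set test of the interaction gave a camera adjusted p of 0.54. By label, the difference in change between the muscles was called for *Mfn1* (0.53, adjusted p = 0.013) but not for *Opa1* (0.24, adjusted p = 0.27). The keratin gene *Krt19*, a mesothelial marker, rose by 2.67 in diaphragm beside these genes.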

### Isolated skeletal muscles of *Cox6a2* ^−/−^ mice are more resistance to fatigue

The switch in muscle fiber composition towards a more oxidative profile in *Cox6a2* ^−/−^ mice was also reflected by the mechanical properties of these muscles. The specific force production (force/cross-sectional area) of soleus and extensor digitorum longus (EDL) muscles (Fig. 7A), as well as the grip strength (Fig. 7B) were similar between WT and *Cox6a2* ^−/−^ mice. However, in a fatiguing protocol, isolated soleus muscle of *Cox6a2* ^−/−^ mice was more resistant to fatigue and recovered much faster as compared to WT muscle (Fig. 7D), which is consistent with an increase in oxidative muscle fibers. However, this was not reflected at the level of the whole animal since we observed that in an endurance experiment *Cox6a2* ^−/−^ mice had decreased exercise capacity as compared to WT mice when running uphill. When mice were forced to run downhill there was no significant difference in performance, although there was again a tendency towards reduced performance in *Cox6a2* ^−/−^ mice (Fig. 7C). We ascribe this discrepancy between the *in vitro* and *in vivo* muscle performance to the cardiac phenotype of these mice (i.e. diastolic dysfunction), which is only observed under high workloads [30]. Finally, despite the loss of COX6A2 expression, ATP levels within the skeletal muscles of *Cox6a2* ^−/−^ and WT mice were similar (Fig. 7E), which is consistent with previous observations in the heart [30]. Thus, *Cox6a2* ^−/−^ mice have developed compensatory mechanisms that allow production of sufficient amounts of ATP to perform mechanical work.

**Figure 7:**
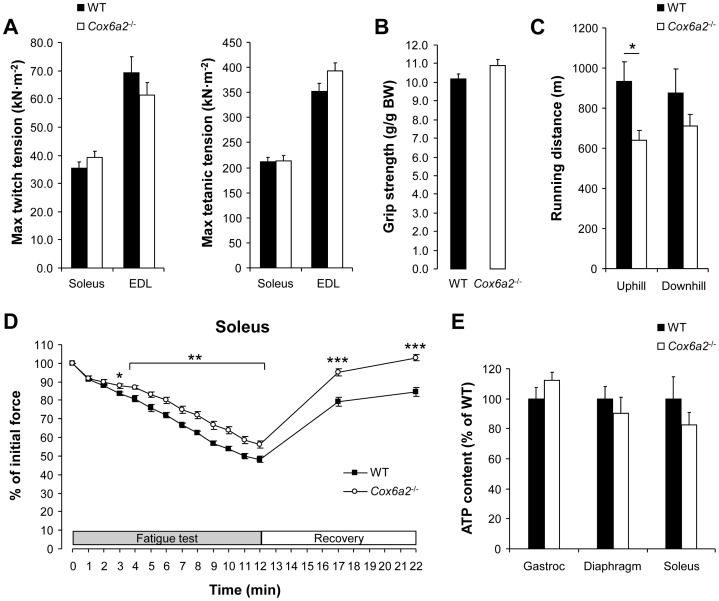
Isolated soleus muscle from *Cox6a2* ^−/−^ mice is more resistant to fatigue. (A) Muscle tension measurements. Twitch (both 1 Hz) and tetanic (50 Hz and 100 Hz) tension were measured from isolated soleus and EDL muscle, respectively (n = 8–10), (B) Grip strength measurements (n = 4–5), (C) 14 week old WT and *Cox6a2* ^−/−^ mice were forced to run up- or downhill until exhaustion. Data are presented as distance (m) ran until exhaustion (n = 5), (D) Muscle force during a fatigue test and after recovery in isolated soleus muscle (n = 8–10), (E) Skeletal muscle ATP content. ATP concentrations were measured in diaphragm, gastrocnemius and soleus muscle of WT and *Cox6a2* ^−/−^ mice (n = 5). *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean ± SEM.

## Discussion

In this study, we explored the metabolic phenotype of *Cox6a2* ^−/−^ mice and we found a previously unrecognized direct functional link between complex IV of the respiratory chain, and whole body energy metabolism. We propose on basis of these observations that skeletal muscle COX6A2 acts as a key regulator of whole body energy homeostasis, thermogenesis and response to the fasted state. Although COX6A2 protein expression is known to be abundant in heart and skeletal muscle, a previous analysis of *Cox6a2*-deficient mice was restricted to the heart. These mice were reported to be viable but developed mild diastolic dysfunction during high work load [30]. One could speculate that this cardiac phenotype would compromise a metabolic characterization of the mice because it might affect oxygen and nutrient delivery to various tissues. However, *Cox6a2* ^−/−^ mice do not have systolic dysfunction and therefore their circulation is not impaired. As a result, *Cox6a2* ^−/−^ mice do not develop tissue hypoxia due to hypoperfusion, a consequence often seen in both humans and animals with systolic heart failure. As Cox6a2 is both expressed in the heart and in skeletal muscles, our current study focused on the metabolic profile as well as the muscle phenotype of the *Cox6a2* ^−/−^ mice. The present study in mice links *Cox6a2*-deficiency to protection to the metabolic changes of obesity, insulin resistance and glucose intolerance that are observed in control mice after a HFD.

*Cox6a2* ^−/−^ mice are characterized by an elevated metabolic rate which results in increased energy expenditure, thermogenesis and susceptibility to fasting-induced weight loss. We interpret our observations as being caused by loss of COX6A2 expression in skeletal muscle, which is, like BAT, an important tissue for non-shivering thermogenesis [44]. The increase in energy expenditure is observed despite a decrease in spontaneous activity. Although decreased spontaneous activity may be suggestive of additional underlying pathologies, we observed no other obvious behavioral differences between WT and *Cox6a2* ^−/−^ mice. In fact, there are several other mouse models with genetic or pharmacological protection against obesity due to increased energy expenditure which also show decreased physical activity [45]–[50]. Thus, one possible explanation is that mice with a higher basal metabolic rate move less to compensate the energy balance.

A plausible mechanism is that the observed changes in metabolic rate are due to an increase in expression of uncoupling proteins in skeletal muscles and brown as well as white fat. It is already well known from the use of 2,4-dinitrophenol and β_3_-adrenoreceptor agonists that a pharmacological increase of mitochondrial uncoupling leads to weight reduction, but these agents can have very serious side effects. Protective effects against obesity have also been attributed to the uncoupling proteins by means of genetic induction in mice [2]–[5], [51]. UCP1 is mainly expressed in brown fat where it generates heat by uncoupling the mitochondrial proton gradient from ATP production. However, a moderate induction of UCP1 expression in white fat (10% of brown fat levels) [52] or skeletal muscle (1% of brown fat levels) [5] can be sufficient to protect against obesity, even despite a 35% decline in brown fat mass [5]. Recently, it was shown that a subpopulation of subcutaneous white fat cells (beige cells) have endogenous UCP1-dependent thermogenic properties upon stimulation [53]. The exact physiological roles of UCP2 and UCP3, which are more ubiquitously expressed, is still under debate [54]. Both UCP2 and UCP3 knockout mice respond normally to cold exposure and are not obese, at least under room temperature [55]–[57]. However, it has been suggested that UCP2 as well as UCP3 may well be significantly thermogenic when fully activated by endogenous or exogenous effectors such as superoxide [58]. It is also known that ROS can induce the expression [6] as well as the activity of UCPs [59]. Therefore, our observation that the increase in expression of UCPs is associated with elevated skeletal muscle ROS production is significant. Interestingly, expression of UCPs is not only induced in skeletal muscle and the heart of *Cox6a2* ^−/−^ mice, but also in brown and white adipose tissue. This suggests the existence of a crosstalk between skeletal muscle and adipose tissue, as was recently shown with the identification of a new hormone, irisin, which stimulates browning and UCP1 expression in WAT [39]. The *Fndc5* gene, which codes for irisin, seems to be a marker of slow myofibers and is induced in the diaphragm of *Cox6a2* ^−/−^ mice. Whether this increased *Fndc5* expression also results in increased irisin levels in *Cox6a2* ^−/−^ mice remains to be established.

Although the COX6A2 subunit has been proposed to be involved in thermogenesis at rest [26], the *Cox6a2* ^−/−^ mice actually have increased thermogenesis. We therefore hypothesize that the intrinsic uncoupling activity of COX6A2 is compensated for by extrinsic uncoupling via UCPs, which increase thermogenesis in a more constitutive manner. Thus, increased uncoupling via UCPs, is most likely the primary mechanism underlying the protection against obesity in *Cox6a2* ^−/−^ mice. This further corroborates the idea that increasing energy expenditure via uncoupling of ATP synthesis may be an effective method for reducing body weight.

The enhanced ROS levels in muscles of *Cox6a2* ^−/−^ mice, support the hypothesis that proton pump slipping protects against ROS formation in the mitochondria [28]. It was an unexpected observation that skeletal muscles which generate more ROS display increased insulin sensitivity, especially in the setting of data suggesting that elevated ROS levels are associated with mitochondrial dysfunction and insulin resistance [13]–[15]. However, over the past few years, several studies have shown that mild mitochondrial dysfunction both in skeletal muscles, liver and adipose tissues, might even protect against the development of glucose intolerance, insulin resistance and obesity [19], [20], [60] and it has been suggested that mitochondrial dysfunction is a consequence rather than a cause of these conditions [16]–[18]. Also, emerging data supports an important role of ROS as second messengers in the regulation of cell signaling in skeletal muscle. For instance, it has been shown that moderate physical exercise results in increased muscle ROS generation followed by induction of endogenous antioxidant defense mechanisms [61]. This can be prevented by antioxidant intake which negated the health-promoting effects of physical exercise on insulin resistance in humans [62], forming the basis for the concept of mitohormesis [63]. This novel concept suggests that increased ROS production in the mitochondria results in an adaptive antioxidative response which eventually leads to a long-term reduction of oxidative stress. In support of these findings, Tiganis and colleagues revealed that ROS can actually enhance insulin sensitivity and that mice with elevated ROS levels in various tissues can be protected against HFD-induced insulin resistance [64]. Another recent study showed that aging and cellular senescence were accelerated in Tap73 knockout mice. This phenotype resulted from increased ROS production due to a reduction of Cox4i1 expression and subsequent impaired complex IV activity. Importantly, these mice gained less weight and were more insulin sensitive compared to control mice when fed a HFD, although oxygen consumption was decreased [65].

In view of these data, it is interesting to note that it was recently shown that ROS can activate AMPK [66], which is constitutively activated in *Cox6a2* ^−/−^ mice (Fig. 3G). AMPK is a key regulator of energy homeostasis, responding to an elevated [AMP]/[ATP] ratio for instance due to increased mitochondrial uncoupling via UCP1 [8], [67], and initiating a signal cascade that accelerates catabolic pathways while inhibiting anabolic pathways. The AMPK metabolic sensor also activates [7] and induces gene expression [66] of *Pgc-1α*, which can subsequently lead to increased mitochondrial biogenesis as well as induction of PGC-1α target genes such as *Ucp2*, *Ucp3* and *Slc2a4*, which codes for the facilitated glucose transporter GLUT4 [7]. Although we have not been able to identify the exact mechanism of activation of UCPs, AMPK and PGC-1α, we believe that signaling via ROS may play a central role. Indeed, it has been shown that uncoupling proteins [6], AMPK [66] as well as PGC-1α [68] can be directly activated by ROS. Together, our data provide further evidence that increased ROS levels in skeletal muscle are not sufficient to induce insulin resistance and that mild mitochondrial dysfunction may even protect against metabolic disorders.

Another aspect of the phenotype of *Cox6a2* ^−/−^ mice which may be attributed to the increased expression of PGC-1α, was the switch in skeletal muscle fibers towards a more oxidative profile in *Cox6a2* ^−/−^ mice, resulting in more fatigue-resistant skeletal muscles with larger mitochondria. These findings contrast with those observed in mice with a skeletal muscle-specific knockout of *Cox10* which develop a severe, progressive myopathy, with decreased muscle performance resulting in premature death at 3 to 4 months of age [69]. Unlike the *Cox6a2* ^−/−^ mice, however, *Cox10* ^−/−^ mice also displayed a severe reduction in skeletal muscle complex IV activity (below 5% of control) leading to significantly decreased ATP levels (35% of control). The discrepancy between both phenotypes may potentially be explained by cell-free reconstitution experiments: the COX10 subunit is a chaperone needed for the early steps to form the complex; in contrast, a late assembly intermediate forms without COX6A protein, which binds as the last subunit completing the formation of the holoenzyme [29]. These cell-free experiments and the data in the present study suggest that the COX6A subunit plays a role in the regulation of the activity and the expression of the fully functional complex, as the cell would be able to rapidly increase the amount of functional complex IV by synthesizing COX6A alone, rather than all 13 subunits. In agreement with this idea, incomplete complex IV in COX6A knockdown cells retains residual electron transfer potential [29]. Thus, the phenotypic abnormalities in *Cox6a2* ^−/−^ mice are more subtle than a general respiratory chain defect and appear more regulatory in nature.

The fiber type switch in *Cox6a2* ^−/−^ mice also partly explains the increased insulin sensitivity and glucose tolerance of the mice. Indeed, oxidative fibers express more of the glucose transporter GLUT4, which is primarily responsible for glucose uptake in skeletal muscles. Moreover, several studies have shown that increased numbers of oxidative fibers (type I and/or type IIA fibers) result in enhanced insulin sensitivity and glucose tolerance [67], [70]–[73]. Another compensatory mechanism, probably related to the fiber type switch, is the coordinate upregulation of virtually all of the nuclear encoded subunits of the respiratory chain in muscles of *Cox6a2* ^−/−^ mice (Fig. 7A and B). This correlates well with the modest increases of complex I, III and V protein that were observed in the heart of *Cox6a2* ^−/−^ mice [30]. A similar induction of genes involved in oxidative phosphorylation, associated with increased mitochondrial mass, was seen in mice treated with the PGC-1α activator resveratrol, which protects mice from developing obesity and insulin resistance [49]. Taken together, the metabolic phenotype that results from loss of COX6A2 protein from complex IV could be modeled as follows (Fig. 8): decreased complex IV activity contributes to increased ROS production which activates AMPK and PGC-1α and which enhances respiratory uncoupling via UCPs. This results in increased thermogenesis and energy expenditure, mitochondrial biogenesis and myofiber type switching, all of which explain why these mice are protected against diet-induced obesity and display enhanced insulin sensitivity. Of course this simplified model does not exclude the role of other potential regulators that are influenced by ROS such as p38, and Keap1/Nrf2. The effect of COX6A2 ablation very much resembles that of calorie restriction/exercise and resveratrol as reviewed by Hoeks and Schrauwen [74]. It is therefore tempting to speculate that (post)transcriptional or (post)translational regulation of *Cox6a2* may also be involved in these pathways.

**Figure 8:**
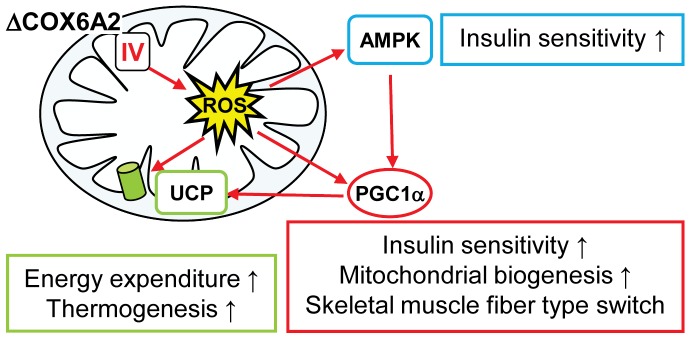
Model explaining the metabolic phenotype of *Cox6a2* ^−/−^ mice. Loss of COX6A2 protein (ΔCOX6A2) in complex IV enhances ROS production by the respiratory chain, which activates AMPK, PGC-1α and upregulates uncoupling protein expression in skeletal muscle. This results in increased energy expenditure, non-shivering thermogenesis, as well as muscle fiber type switch and enhanced insulin sensitivity.

In conclusion, our data show that COX6A2 an important and previously unrecognized role in thermogenesis and whole-body energy metabolism. Therefore, we believe that COX6A2 may be a potential new target for therapy against obesity and/or insulin resistance. However, full body *Cox6a2* ^−/−^ mice display mild cardiac dysfunction and are very sensitive to food deprivation. While the latter may have been the evolutionary driving force to express the protein in wild-type animals, it would compromise a therapy aimed at complete inhibition of COX6A2 activity. Future translational research should therefore aim at partial inhibition of the protein specifically targeting skeletal muscles.

## Experimental Procedures

### Animals and diet

Mice deficient in the *Cox6a2* gene were generated as previously described [30]. Age- and sex-matched C57BL/6J mice (Harlan Laboratories) were used as controls. Mice were fed a regular rodent diet (R/M-H, Ssniff, Soest, Germany). For high-fat diet studies, mice were given a diet containing 45% fat (D12451, Research Diets Inc., New Brunswick, USA) starting from 6 weeks of age, unless otherwise stated. Body weight was measured weekly. Animals were kept on a 12 hr light/12 hr dark cycle at 20°C according to the guidelines approved by the KU Leuven animal welfare committee and the Institutional Animal Care and Research Advisory Committee of the University of Texas Southwestern Medical Center. The ethics committee specifically approved this study with project number p085/2007. For body temperature measurements, rectal temperature was measured at room temperature (time 0) using a DT-610B thermocouple thermometer (ShenZhen Everbest Machinery Industry CO.,Ltd, Shiyan, China). Mice were subsequently deprived of food, caged individually, and transferred to a cold room (4°C). Rectal temperature was then measured every hour for three hours. For the fasting experiment, mice were deprived of food, and caged individually early into the light cycle (8 am). Body weight was then followed for 36 hours.

### Adipocyte size

The mean adipocyte size of subcutaneous and gonadal WAT was determined by computer-assisted image analysis of adipose tissue sections stained with hematoxylin and eosin as described previously [75].

### Glucose tolerance tests

Following an overnight fast (16 h), mice were injected with glucose (2.5 mg/g BW) in the intraperitoneal cavity. Blood samples were drawn from the tail vein at the indicated time points and glucose concentrations were measured using a Glucocard Memory PC (Arkray, Inc., Kyoto, Japan) glucometer.

### Hyperinsulinemic, euglycemic clamps

Clamps were performed as described earlier [76], with modifications. Briefly, after an overnight fast mice were sedated using a mixture of vetranquil, dormicum and fentanyl and a canula was placed in the tail vein. A basal infusion containing 1-^14^C-glucose was subsequently injected for 1 hour at a speed of 50 µl/h. Blood samples were taken after 50 and 60 min for glucose and insulin measurement and tracer dilution. Next, a 30 µl bolus of 100 mU/ml of insulin (Actrapid, Novo Nordisk) was injected i.v., followed by infusion of an hyperinsulinemic solution containing 1-^14^C-glucose at a speed of 50 µl/h. To maintain blood glucose levels, a variable infusion of 12.5% glucose was started and the rate was adjusted to blood glucose levels measured at 5, 10, 15, 20, 30, 40, 50, 60, 70, 80 and 90 min. At 70, 80 and 90 min after the start of the insulin infusion, blood samples were taken for glucose (Hexokinase method, INstruchemie, Delfzijl, The Netherlands) and insulin (Low range Ultra Sensitive Mouse Insulin ELISA kit, Chrystal Chem, Downer's Grove, IL, USA) measurement.

Whole body glucose disposal (µmol/min·kg) was calculated during the basal period and under steady-state clamp conditions as the rate of tracer infusion (dpm/min) divided by the plasma specific activity of 1-^14^C-glucose (dpm/µmol). The ratio was corrected for body weight. The hyperinsulinemic HGP was calculated as the difference between the tracer-derived rate of glucose appearance and the glucose infusion rate.

### Indirect calorimetry

Utilizing the Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, Ohio), *in vivo* metabolic rates were measured in weight-, age-, and sex-matched WT and *Cox6a2* ^−/−^ mice fed a regular diet. The metabolic studies were undertaken as previously described [77].

### Quantitative RT-PCR

Quantitative RT-PCR was performed as described [78]. Gene expression was normalized to RNA Pol II or beta actin expression and the expression level for each gene in WT mice fed a regular diet was set at 1.0. Primer and probe sequences are summarized in Table S4.

### Assessment of Reactive Oxygen Species (ROS) levels

Utilizing the fluorescent probe dihydroethidium (DHE; Molecular Probes/Invitrogen, Carlsbad, California) *in situ* assessment of ROS levels within the diaphragm and hindlimbs of WT and *Cox6a2* ^−/−^ mice was performed. The diaphragm and hindlimbs of 2 to 4 months old male mice were harvested and cryopreserved. Multiple frozen sections (6 µm in thickness, n = 6 in each group) from each muscle group were cut onto glass slides and then incubated with 2 µM DHE in a light-restricted, humidified chamber at 37°C for 30 min. A control set of slides was incubated with a PBS-based vehicle without DHE under similar conditions. Upon completion of the incubation period, vectashield (Vector Laboratories; Burlingame, California) and coverslips were placed over the tissue sections. Assessment of ROS levels was performed utilizing a photomicroscope equipped with fluorescence (Leica DM-2000; Wetzlar, Germany). Quantification of the ROS levels on a tissue section was undertaken by measuring the number of DHE positive nuclei per unit area.

### Metachromatic fiber typing of skeletal myofibers

The gastrocnemius muscles from WT and *Cox6a2* ^−/−^ mice were harvested and cryoembedded in gum tragacanth without fixation and stored at −80°C. Subsequently, fiber typing was performed on cryosections (8 µm thickness) utilizing a metachromatic dye-ATPase assay as previously described [79].

### Myofiber cross-sectional area

Measurements of cross-sectional areas of skeletal muscle fibers were made on images of transverse cryosectioned muscle stained with metachromatic ATPase, and were quantified using NIH software ImageJ 1.37V. The software was used to draw boundaries and calculate areas for any individual cell within a snapshot. The appropriate square micron scale was set up prior to measuring the area. From each snapshot, multiple cells were measured for each of the three fiber types, and multiple snapshots were used per mouse.

### Statistical analysis

All data are shown as means+SEM. Differences between experimental groups were determined by the unpaired (paired when appropriate), two-tailed Student's *t*-test. Whenever the criteria for applying the *t*-test were not met, we used the Mann-Whitney rank-sum test. A *p*-value <0.05 was considered to indicate statistical significance.

Other methods used in this manuscript are available as supporting information (M&M S1).

## Supporting Information

Figure S1 **Total body composition, food intake and thyroid and pituitary hormones of WT** ***versus Cox6a2*** **^−/−^ mice fed a regular diet.** (A–B) % lean mass (A), and % fat mass (B) were assessed by NMR, (C) Food and water consumption measured in 12–16 weeks old mice (n = 4–5). Measurements were performed over a 3-day period, (D) Thyrotropin (TSH) bioactivity (left panel) was measured by a standard bioassay (n = 5). Thyroxine (T_4_) levels (right panel) were assayed by RIA (n = 5). *p<0.05. In all panels, data represent mean+SEM.
(TIF) Click here for additional data file.

Figure S2 **Cox6a2 is not expressed in thermogenic adipose tissues.** (A–B) Left panels: Microarray hybridization signals from public data in BAT (A: GSE7623) and a comparison between mesenteric and SC WAT (B: E-MEXP-1636). Right panels: Correlation between Cox6a2 signals and signals for muscle markers and UCP1 in BAT (A) and SC WAT (B).
(TIF) Click here for additional data file.

Figure S3 **Accelerated body weight loss of fasted** ***Cox6a2*** **^−/−^ mice.** (A–B) Male (A) (n = 10) and female (B) (n = 3–7) mice were deprived of food at 7 am. Throughout the experiment, they had unlimited access to water. Body weight was measured for 36 h. Percentage body weight loss per hour of fasting (slope) is shown on the right. Note that two out of ten male *Cox6a2* ^−/−^ mice were eliminated from the experiment after 24 h, (C) Cox6a2 mRNA expression in soleus muscle, gastrocnemius muscle (gastroc) and diaphragm of overnight fasted (16 h) WT mice. Gene expression in fed mice was set at 1.0 for each individual tissue, (D) Cox6a2 protein abundance in soleus muscle, gastrocnemius muscle (gastroc) and diaphragm of overnight fasted (16 h) WT mice. Cox6a2 protein expression in WT mice was set at 1.0 for each individual tissue. *p<0.05, **p<0.01, ***p<0.001. In all panels, data represent mean ± SEM.
(TIF) Click here for additional data file.

Figure S4 **Ucp1 and Ucp2 mRNA expression in WAT and gastrocnemius muscle of mice fed a HFD.** (A–B) Quantitative RT-PCR was performed on cDNA from white adipose tissue (WAT), (C) and gastrocnemius muscle (gastroc), (D) (n = 5). Gene expression in wild-type mice on a regular diet was set at 1.0 for each individual gene (dashed line). Note that Ucp1 mRNA was not detectable in gastrocnemius muscle. **p<0.01. Data represent mean+SEM.
(TIF) Click here for additional data file.

Table S1 **Plasma parameters in fed WT and** ***Cox6a2*** **^−/−^ mice.**
(PDF) Click here for additional data file.

Table S2 **Gene Set Enrichment Analysis.**
(PDF) Click here for additional data file.

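The table on antioxidant enzymes in *Cox6a2* -/- mice gives fold changes for enzymes that remove superoxide and peroxides, and the array data hold 12 of its 14 genes under a single symbol. *Prdx4*, a peroxiredoxin of the endoplasmic reticulum, was 2.03-fold higher in KO diaphragm than on the arrays labelled WT diaphragm (adjusted p = 2.4e-04), and *Prdx2* was 1.89-fold higher (adjusted p = 3.6e-06). *Gpx1*, glutathione peroxidase, was 1.67-fold higher (adjusted p = 5.0e-04), catalase (*Cat*) 1.52-fold and *Sod2*, the mitochondrial superoxide dismutase, 1.45-fold. *Sod1* (adjusted p = 0.73), *Gpx3* (adjusted p = 0.94) and *Prdx1* (adjusted p = 0.33) were not called. In KO gastrocnemius no gene of the table was called by limma; *Prdx3* had a log2 fold change of 0.27 (adjusted p = 0.17), *Txn2* of 0.24 (adjusted p = 0.16) and *Cat* of -0.32 (adjusted p = 0.20). All 12 genes had the direction of the table in both muscles. Since the table reports the same samples, this is not independent evidence.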

Table S3 **Gene expression of antioxidant enzymes in** ***Cox6a2*** **^−/−^** ***vs*** **WT mice.**
(PDF) Click here for additional data file.

Table S4 **Primers and probes used for quantitative PCR.**
(PDF) Click here for additional data file.

M&M S1 **Supportive Experimental procedures.**
(DOCX) Click here for additional data file.

# Supplementary material for: Mice Deficient in the Respiratory Chain Gene Cox6a2 Are Protected against High-Fat Diet-Induced Obesity and Insulin Resistance
**Source:** PLoS One. 2013 Feb 27;8(2):e56719. doi: 10.1371/journal.pone.0056719
**Supplement:** Table S1 — Plasma parameters in fed WT and Cox6a2 −/− mice.

**Table S1: Plasma parameters in fed WT and *Cox6a2*<sup>-/-</sup> mice**

|                         | Regular diet |                              | HFD                    |                              |
|-------------------------|--------------|------------------------------|------------------------|------------------------------|
|                         | WT           | <i>Cox6a2</i> <sup>-/-</sup> | WT                     | <i>Cox6a2</i> <sup>-/-</sup> |
| Age (weeks)             | 13           | 13                           | 18                     | 18                           |
| Body weight (g)         | 21.3 ± 0.6   | 25.9 ± 1.4 <sup>b</sup>      | 27.5 ± 0.9             | 39.9 ± 1.9 <sup>c</sup>      |
| Glucose (mg/dl)         | 132.4 ± 4.6  | 118.8 ± 7.7                  | 133.6 ± 10.8           | 130.0 ± 9.2                  |
| Insulin (ng/ml)         | 0.9 ± 0.1    | 0.6 ± 0.1                    | 3.8 ± 1.3 <sup>d</sup> | 0.7 ± 0.1 <sup>a</sup>       |
| Leptin (ng/ml)          | ND           | ND                           | 43.8 ± 5.5             | 15.9 ± 2.9 <sup>b</sup>      |
| Cholesterol (mg/dl)     | ND           | ND                           | 163.5 ± 20.7           | 109.8 ± 4.0 <sup>a</sup>     |
| HDL-cholesterol (mg/dl) | ND           | ND                           | 140.3 ± 17.6           | 92.4 ± 3.2 <sup>a</sup>      |
| Triglycerides (mg/dl)   | ND           | ND                           | 72.0 ± 3.7             | 46.2 ± 2.0 <sup>c</sup>      |
| ALT (U/l)               | ND           | ND                           | 55.5 ± 18.6            | 33.6 ± 1.1                   |
| AST (U/l)               | ND           | ND                           | 80.3 ± 17.4            | 44.4 ± 2.4                   |

Data are means ± SEM; n = 5 mice in each group.

ND: Not determined.

<sup>a</sup>  $p < 0.05$ .

<sup>b</sup>  $p < 0.01$ .

<sup>c</sup>  $p < 0.001$ .

<sup>d</sup>  $p < 0.05$  versus wild-type mice on regular diet

# Supplementary material for: Mice Deficient in the Respiratory Chain Gene Cox6a2 Are Protected against High-Fat Diet-Induced Obesity and Insulin Resistance
**Source:** PLoS One. 2013 Feb 27;8(2):e56719. doi: 10.1371/journal.pone.0056719
**Supplement:** Table S3 — Gene expression of antioxidant enzymes in Cox6a2 −/− vs WT mice.

**Table S3: Gene expression of antioxidant enzymes in *Cox6a2*<sup>-/-</sup> vs WT mice**

|                                     | Diaphragm |                 | Gastrocnemius |                 |
|-------------------------------------|-----------|-----------------|---------------|-----------------|
|                                     | FC*       | <i>p</i> -value | FC*           | <i>p</i> -value |
| Sod1 (superoxide dismutase 1)       | 1,05      | NS              | 0.97          | NS              |
| Sod2 (superoxide dismutase 2)       | 1,46      | 0.01            | 1.07          | NS              |
| Gpx1 (glutathione peroxidase 1)     | 1,72      | 0.006           | 1.03          | NS              |
| Gpx3 (glutathione peroxidase 2)     | 1,07      | NS              | 1.04          | NS              |
| Gpx4 (glutathione peroxidase 3)     | 1,30      | 0.04            | 1.23          | 0.007           |
| Cat (catalase)                      | 1,53      | 0.004           | 0.79          | 0.03            |
| Txn1 (thioredoxin 1)                | 1,36      | 0.004           | 0.96          | NS              |
| Txn2 (thioredoxin 2, mitochondrial) | 1,14      | 0.01            | 1.17          | 0.0008          |
| Prdx1 (peroxiredoxin 1)             | 1,02      | NS              | 1.16          | NS              |
| Prdx2 (peroxiredoxin 2)             | 1,95      | 0.0009          | 1.08          | NS              |
| Prdx3 (peroxiredoxin 3)             | 1.40      | 0.003           | 1.18          | 0.02            |
| Prdx4 (peroxiredoxin 4)             | 2,03      | 0.03            | 1.23          | 0.04            |
| Prdx5 (peroxiredoxin 5)             | 1,32      | 0.008           | 1.06          | NS              |
| Prdx6 (peroxiredoxin 6)             | 1,72      | 0.004           | 1.11          | NS              |

\* Fold change expression in *Cox6a2*<sup>-/-</sup> over WT mice

# Supplementary material for: Mice Deficient in the Respiratory Chain Gene Cox6a2 Are Protected against High-Fat Diet-Induced Obesity and Insulin Resistance
**Source:** PLoS One. 2013 Feb 27;8(2):e56719. doi: 10.1371/journal.pone.0056719
**Supplement:** Table S4 — Primers and probes used for quantitative PCR.

**Table S4. Primers and probes used for quantitative PCR**

|                |       |                                          |
|----------------|-------|------------------------------------------|
| RNA Pol II     | FW    | GCACCACGTCCAATGATATTGTG                  |
|                | Rev   | GGAGATGACATGGTACAGTTCTCG                 |
|                | Probe | (FAM)CTTCCGCACAGCCTCAATGCCCAGT(TAMRA)    |
| Beta actin     | FW    | AGCCATGTACGTAGCCATCCA                    |
|                | Rev   | TCTCCGGAGTCCATCACAATG                    |
|                | Probe | (FAM)TGTCCCTGTATGCCTCTGGTCGTAC(TAMRA)    |
| Cox6a2         | FW    | CGAGCGCCCAGAGTTCATC                      |
|                | Rev   | GATTGTGAAAAGCGTGTGGTTG                   |
|                | Probe | (FAM)CACCTCCGCATCCGAACCAAGCCCTTC(TAMRA)  |
| Ucp1           | FW    | CTGCCAAAGTCCGCCTTC                       |
|                | Rev   | GGTCCCTAGGACACCTTTATACC                  |
|                | Probe | (FAM)ACTGGAAGCCTGGCCTTCACCTTGG(TAMRA)    |
| Ucp2           | FW    | CCTGAAAGCCAACCTCATGAC                    |
|                | Rev   | GATGACGGTGGTGCAGAAG                      |
|                | Probe | (FAM)CCTCCCTTGCCACTTCACTTCTGCCTTC(TAMRA) |
| Pgc-1 $\alpha$ | FW    | CGAACCTTAAGTGTGGAACCTCTC                 |
|                | Rev   | GGTTATCTTGGTTGGCTTTATGAGG                |
|                | Probe | (FAM)CTGCAGGCCTAACTCCTCCCACAACCTC(TAMRA) |

# Supplementary material for: Mice Deficient in the Respiratory Chain Gene Cox6a2 Are Protected against High-Fat Diet-Induced Obesity and Insulin Resistance
**Source:** PLoS One. 2013 Feb 27;8(2):e56719. doi: 10.1371/journal.pone.0056719
**Supplement:** M&M S1 — Supportive Experimental procedures.

**M&M S1: Supportive Experimental Procedures**

### Western blotting

Tissues were isolated from mice, immediately snap-frozen in liquid nitrogen and stored at -80°C until further manipulation. Tissues were homogenized using a glass pestle in icecold lysis buffer (1% NP40, 50 mM Tris pH 8.0, 150 mM NaCl, 0.1 mg/ml PMSF, 150 mM NaF, 0.5 mM Na-orthovanadate, 50 mM B-glycerolphosphate, protease inhibitors (Roche, Mannheim, Germany), and phosphatase inhibitors (Sigma, Steinheim, Germany). Debris was removed by centrifugation for 15 min at 14,000 rpm and 4°C. Protein concentrations were measured using the Dc Protein Assay (BioRAD). Thirty to 40 μg of protein for each sample were electrophoretically separated on a 4-12% Bis-Tris NuPage gel (Invitrogen) using MES buffer (Invitrogen). Proteins were transferred to a PVDF membrane and non-specific sites were blocked in 5% non-fat dry milk in TBS-Tween 0.05% (TBST). Blots were next incubated overnight at 4°C with primary antibody (#MS-411 (Cox6a2) and #MS-412 (Cox6a1) (MitoSciences); sc-74461 (AMPK) (Santa Cruz); #2531 (p-AMPK), #9272 (Akt) and #9275 (p-Akt) (Cell Signaling)). After washing in TBST, blots were incubated with horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature. Densitometry of the bands was performed using ImageJ.

### Cytochrome *c* oxidase activity measurements

The Cox enzymatic activity was determined in isolated mitochondrial preparations from various tissues, using the Cytochrome *c* oxidase assay kit (Sigma CYTOCOX1). This colorimetric assay is based upon the observation of the decrease in absorbance at 550 nm of ferrocytochrome *c* caused by its oxidation to ferricytochrome *c* by Cox.

Tissues were dissected, diced and suspended in isolation medium A (0.22 M mannitol, 0.07 M sucrose, 0.02 M HEPES, 2 mM Tris–HCl, pH 7.2, 1 mM EDTA) and homogenized using a Dounce homogenizer. The suspension was centrifuged at 3000 × *g* for 1.5 min and the pellet was washed in solution A and resuspended in solution B (0.22 M mannitol, 0.07 M sucrose, 0.01 M Tris–HCl, pH 7.2, 1 mM EDTA) and finally centrifuged at 17,500 × *g* for 2.5 min. The pellet was suspended in solution B and protein concentration was estimated. Cox activity was determined by following the manufacturer’s protocol. Briefly, the decrease in absorption at 550 nm of various mitochondrial preparations was followed using a kinetic program with 10 s intervals for a total of six readings. The reaction was started by adding 50 µl of ferrocytochrome *c* to the mitochondrial preparations from different tissues and the decrease in the absorbance was followed. The activity of Cox was calculated and represented per microgram of mitochondrial protein.

### Oxygen consumption from isolated diaphragm

Oxygen consumption rates (OCR) were measured in 96-well plates with an oxygen sensing patch probe (Ocean Optics) contained at the well bottom. Diaphragms, isolated from mice and punched into equal pieces (Ø 3 mm and 1.4 mg average tissue weight), were transferred to the wells where they completely covered the patch probes. Wells were filled with 100 µl medium (DMEM + 2% FBS + 4 mM L-glutamax + 25 mM HEPES + 10 mM EGTA) and maintained at 37°C in standard air with 5% CO_2_. Measurement of oxygen tension was started after a static equilibration period of 15 min. This initial period resulted in stable oxygen tension gradient formation so the rate of oxygen diffusion would equal the rate of oxygen consumption. OCR were computed from the steady-state solution to Fick’s law ^1^, where *D* is the oxygen diffusion factor in the medium (3 x 10^-5^ cm^2^/s), S is the surface area of the medium exposed to the atmosphere (0.33 cm^2^), *Δc* is the difference in oxygen tension between the air/medium interface and the medium/tissue interface, and h is the diffusion path length (0.3 cm). Saturated dissolved oxygen concentrations were taken as 192 µM. Oxygen probes were calibrated at the onset of each experiment at 37°C, according to the manufacturer’s instructions. Diaphragms were incubated with NaN_3_ to demonstrate the sensitivity of the method. No significant influence of the experimental measurement period on tissue cell viability could be detected.

### Plasma and serum metabolites

Blood was collected by heart puncture and immediately centrifuged for 10 min at 6000 × g and 4°C. Plasma insulin (Ultrasensitive Mouse Insulin ELISA, Crystal Chemistry, Downers Grove, IL, USA) and leptin (R&D Systems Europe, Lille, France) levels were assessed using commercially available kits. Triglyceride, total, HDL, and LDL cholesterol levels were assessed using routine clinical assays. Serum TSH bioactivity was measured by a standard bioassay using Chinese hamster ovary cells stably transfected with human TSH receptor cDNA ^2^. T_4_ serum concentrations were measured by RIA.

### Insulin stimulation of fasted mice

Mice on a regular diet were fasted overnight (18 h). In the morning, mice were anesthesized using 10% pentobarbital and the soleus muscle from one limb (non-insulin-stimulated control) was dissected and snap-frozen in liquid nitrogen. Then, 0.75 mU/g of human recombinant insulin (Humuline Regular, Lilly) were injected intraperitoneally and after 10 min the soleus muscle was removed from the other limb and snap-frozen. Tissues were stored at -80°C until further manipulation.

### Body composition measurements

Utilizing a state of the art QNMR system, the EchoMRI-100 (ECHO Medical Systems, Houston, Texas), *in vivo* assessment of a variety of whole body composition parameters was performed. These parameters included total body fat mass, lean mass, free body fluids, and total body water. Whole body composition measurements were performed on 2-4 month old male WT and *Cox6a2*^-/-^ mice.

### Microarray analysis

Total RNA (100 ng) was used to analyze the mRNA expression via mouse Gene 1.0 ST arrays according to manufacturer’s manual 701880Rev4 (Affymetrix, Santa Clara, CA). Briefly, in the first cycle, double stranded cDNA was prepared with random hexamers tagged with a T7 promoter sequence followed by the generation of cRNA using the GeneChip WT Synthesis and Amplification kit (Affymetrix). cRNA concentration after cleanup was measured with the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DW). In the second cycle, sense oriented single-stranded DNA containing dUTP is generated and the concentration is, after cleanup, measured using the nanodrop. The cRNA is hydrolyzed and the single stranded DNA is fragmented using uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE1) (GeneChip WT terminal Labeling kit, Affymetrix). The quality of fragmentation (fragments should be between 40 and 70 nucleotides) is checked on the bioanalyzer (Agilent, Waldbronn, Germany). The fragmented DNA is labeled by terminal deoxynucleotidyl transferase (TDT) with the Affymetrix DNA Labeling reagent that is covalently linked to biotin (GeneChip WT terminal Labeling kit, Affymetrix). Labeled DNA was hybridized to the array during 16h at 45°C. The arrays were washed and stained in a fluidics station using the GeneChip hybridization, Wash and Stain kit (Affymetrix) and scanned using the Affymetrix 3000 GeneScanner.

All image files were generated using the Affymetrix GeneChip command console (AGCC). The raw data were analyzed with RMA sketch using the standard settings for Gene 1.0 ST arrays of Expression Console in the AGCC software (Affymetrix). All data files have been deposited in the NCBI Gene Expression Omnibus (GEO, <http://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE41353.

For analysis of the microarray data we used the Gene Set Enrichment Analysis method ^3,4^. Genes were first ranked according to their signal-to-noise ratio. The GSEA algorithm then calculates a running enrichment score (ES) along the ranked gene list, which reflects the degree to which genes in the gene set are overrepresented at the extremes (top or bottom) of the gene list. Gene sets were downloaded from the MSigDB database (<http://www.broad.mit.edu/gsea/msigdb/index.jsp>).

### Transmission electron microscopy

Mice (two from each group) were sacrificed by cervical dislocation and the diaphragm was carefully dissected, washed in PBS and fixed for 1.5 hrs in 2.5% glutaraldehyde in PBS at 25°C. Samples were washed twice with PBS supplemented with 10 mM Hepes at pH 7.4 and subsequently postfixed with osmium tetroxide, stained with uranyl acetate, dehydrated in ethanol and embedded in Epon. Thin sections were imaged on a Tecnai-20 electron microscope (Philips-FEI). Analysis and measurements of electron micrographs (5800 x magnification) were performed using the MetaMorph software. Per mouse, at least 680 individual mitochondria from at least 10 representative EM fields were analyzed.

### Grip strength

Grip strength was evaluated by means of a grid connected to an isometric force transducer (Digital Force Gauge (DFS2), Chatillon). Mice were lifted by their tail and were made to hold the metal grid with all limbs and were pulled backwards until they could not longer hold the grip. Maximal force (g per g body weight) was registered in five consecutive attempts and the results reflected the average of the best three trials.

### *Ex vivo* muscle strength

For measurements of *ex vivo* muscle strength, methods were used as described earlier ^5^ with several modifications. Mice were anesthetized by a percutaneous injection (50 mg/kg) of nembutal. After dissection of m. soleus and m. extensor digitorum longus (EDL) of both hindlimbs, muscles were mounted vertically on a force transducer (HSE, March-Hugstetten, Germany) in organ baths containing a Krebs-Henseleit solution (118 mM NaCl, 25 mM NaHCO_3_, 5 mM KCl, 1 mM MgSO_4_, 1 mM KH_2_PO_4_, 2.5 mM CaCl_2_, and 5 mM glucose), which was continuously gassed with a mixture of 95% O_2_ and 5% CO_2_ and maintained at 25°C. After mounting, the muscles were allowed to recover from the dissection procedure during a 15 min stabilization period. Muscles were subsequently *supra* maximally stimulated (120%) using field stimulation with platinum electrodes and capacitor discharges of alternating polarity. Stimulations were evoked by an Universal Isolated Stimulator Output (HSE, March-Hugstetten, Germany), which was controlled by a computer program designed by Simulink (Matlab, The Mathworks, Inc., Natick, USA). Optimal force generating length (L_0_) was determined via a micropositioner by stimulating the soleus and EDL tetanically for 1 s at 50 Hz and 0.5 s at 100 Hz, respectively, interspersed with 2 min rest intervals. Muscle contractile properties were then assessed.

### Muscle Isometric Contractile Parameters

Specific muscle force, known as maximal tension (P_peak_) is expressed as the ratio of the measured force (F_0_) and the Cross sectional Area (CSA). CSA is measured by dividing the muscle weight by the product of the muscle length (L_0_) and the muscle density (assumed to be 1.06 mg / mm³).

***Twitch Tension Measurements.*** P_peak_ was studied by stimulating the soleus and EDL three times at 1 Hz, interspersed with 1 min rest intervals. The twitch tension is expressed as the average of three contractions.

***Tetanic Tension Measurements.*** P_peak_ was studied by stimulating the soleus for 700 ms (50 Hz) and EDL for 500 ms (100 Hz) three times interspersed with 2 min rest intervals. Tetanic tension is expressed as the average of three contractions.

***Fatigue Test and Recovery.*** Tetanic force during fatigue was studied using a fatiguing stimulation protocol adapted from Lännergren and Westerblad ^6^. Soleus muscle (50 Hz) was stimulated repetitively for 350 ms in twelve successive 1 min windows with decreasing rest intervals every 2 min (3.8, 3.1, 2.6, 2.1, 1.6, and 1.3 s). To evaluate the muscle fatigue resistance, a 350-ms tetanic contraction was recorded at the end of each 1 min window and after 5 and 10 min of recovery.

### Treadmill experiment

After two 10 min runs on two consecutive days to habituate the mice to the protocol, uphill and downhill running tests were performed on two consecutive days. Endurance tests were performed at an initial velocity of 6 m/min and an increase in velocity of 2 m/min every 5 min. Mice ran at a 10° incline (up- or downhill). The uphill run recruits primarily oxidative muscle fibers, whereas the downhill run mainly recruits glycolytic muscle fibers.

### Muscle ATP content

Skeletal muscles (gastrocnemius, diaphragm, soleus) were dissected from anesthesized mice and immediately frozen in liquid nitrogen. ATP extraction was performed by homogenization in 1.0 ml of icecold 0.4 M perchloric acid. Homogenates were left on ice for 30 min and centrifuged at 18,000 × *g* at 4°C for 10 min. Pellets were saved for protein measurement using the BioRAD Dc protein assay after extraction in cell lysis buffer (1% NP40, 50 mM Tris pH 8.0, 150 mM NaCl, 150 mM NaF, 0.5 mM Na-orthovanadate, 50 mM B-glycerolphosphate, 0.1 mg/ml PMSF, 1% phosphatase inhibitor cocktail II (Sigma), Mini EDTA-free protease inhibitor cocktail (Sigma)) and supernatant was neutralized with 1/10 volume of 4 M K_2_CO_3_. Samples were left on ice for 10 min and subsequently incubated at -80°C for 1-2 h. Mixtures were again centrifuged as above and supernatants were kept at -80°C until ATP measurement using the Cell Titer-Glo luciferase assay (Promega).

1. Guarino, R. D. *et al.* Method for determining oxygen consumption rates of static cultures from microplate measurements of pericellular dissolved oxygen concentration. *Biotechnol. Bioeng.* **86**, 775–787 (2004).

2. Moeller, L. C. *et al.* Hypothyroidism in thyroid transcription factor 1 haploinsufficiency is caused by reduced expression of the thyroid-stimulating hormone receptor. *Mol. Endocrinol* **17**, 2295–2302 (2003).

3. Mootha, V. K. *et al.* PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.* **34**, 267–273 (2003).

4. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U.S.A.* **102**, 15545–15550 (2005).

5. Eijnde, B. O., Lebacq, J., Ramaekers, M. & Hespel, P. Effect of muscle creatine content manipulation on contractile properties in mouse muscles. *Muscle Nerve* **29**, 428–435 (2004).

6. Lännergren, J. & Westerblad, H. Force decline due to fatigue and intracellular acidification in isolated fibres from mouse skeletal muscle. *J. Physiol. (Lond.)* **434**, 307–322 (1991).

How the deposited data were processed for this re-analysis (not part of the article)

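Gene expression was measured in diaphragm and gastrocnemius muscle of *Cox6a2* -/- and WT mice on 12 mouse Gene 1.0 ST arrays, 3 per group. The authors labelled 100 ng of total RNA per array and analysed the scanner files with RMA sketch at the standard settings of Affymetrix Expression Console, whose version the text does not state. The deposited values are therefore log2 signals that the authors had corrected for background, normalized between arrays and summarised per transcript cluster. They ranged from 1.65 to 14.4, and no pair of columns was identical. Array data hold no read depth, so that the number of arrays limits the precision; the median residual SD per gene was 0.138 on the log2 scale.

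Of 35556 probe sets, 21789 carry 1 gene symbol, 1621 carry several and 12146 are not listed in the annotation. Probe sets with several symbols or none were left out, so that genes present only there, such as *Prdx5* and *Prdx6*, have no value. A gene with more than 1 probe set (999 genes) was represented by the one with the highest mean signal. The 19938 genes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), in 1 model with a mean for each of the 4 groups, 8 residual and 6.18 prior degrees of freedom and no covariate. The contrasts were KO minus WT in each muscle, their difference (the interaction), and diaphragm minus gastrocnemius within each genotype. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Exact permutation tests of single values used 3 arrays against 3.

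Gene lists were tested with camera at its preset correlation of 0.01, adjusted over 42 lists in each comparison, and again with an estimated correlation, with fry, and with GSEA on the signal-to-noise ratio (fgsea 1.28.0, 10000 gene permutations), the ranking that the study names. Table S2 of the study, on its gene set enrichment analysis, was not available, and the article's text does not list the sets taken from MSigDB, so that lists written before the data were examined were used; the antioxidant enzymes of Table S3, whose enrichment the study reports from these samples, and the genes of Fig. 6A, top subsets of its enrichment analysis, were taken from the paper. The 10 hindlimb and 6 cervical position genes were listed later, after the correlations between arrays and before the values of these genes were seen. Random lists matched on signal numbered 10000. Genes named in the text were *Cox6a2*, the 8 highest and 8 lowest called genes in each muscle whose arrays did not overlap, the 5 highest and 5 lowest of the interaction, genes the paper names (whose values in Table S3 and colours in Fig. 6A had been seen), up to 4 called members of each list per muscle, or 2 with the smallest p where none was called, predicted genes being skipped; the position genes were added to these after their values were seen. Gene order along chromosomes came from the RefSeq annotation of GRCm38.p6, used for neighbours only.

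Replicate numbers are shared between the groups, but neither the labels nor the paper says that they mark the same mouse, litter or day, so that the model has no block. The model was tested on simulated data for KO minus WT diaphragm with 19938 genes: of 100 genes changed by 1 on the log2 scale, 99 were recovered, and of 100 changed by 0.5, 61 were recovered, with 11 false calls. Alternatives were each muscle fitted alone, the replicate block as a fixed effect or a random effect (statmod 1.5.0), eBayes with trend and robust, median centring, quantile normalization, only genes at or above the median signal, the mean of all probe sets per gene, leaving out each array in turn, the ratio of mean linear signals, the methods' t-test, and the other list tests. A fit without the arrays labelled WT diaphragm was added after their position genes had been seen.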

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

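The tests of a region around *Cox6a2*, of the spread over chromosomes, of *Nnt* itself, of an exchange of labels, of the respiratory chain in gastrocnemius and of other splits of the arrays, by muscle too, were chosen after the results were seen; the test of the hindlimb position genes was set after the correlations between arrays and before the values of these genes were seen.

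A signal in genes the paper does not discuss concerns the tissue of the arrays labelled WT diaphragm: the 10 hindlimb position genes had a mean log2 fold change of -1.29 and the 8 mesothelial markers of 2.42 between KO diaphragm and these arrays. The median difference of the hindlimb genes between the arrays labelled WT diaphragm and WT gastrocnemius was 0.0251 of the size of that between KO diaphragm and KO gastrocnemius, which argues against a WT diaphragm that resembles gastrocnemius and was changed by the knockout, and is consistent with hindlimb muscle RNA on the arrays labelled WT diaphragm. An exchange within the series is argued against, since 0 arrays labelled gastrocnemius lay at or below the highest KO diaphragm array for these genes. Other hindlimb RNA stays open. In that case the diaphragm contrast would hold a difference between muscles, and the knockout's own part in it cannot be had from these arrays. For the glycolytic fiber, fatty acid and mesothelial lists its means were -1.34, 0.96 and 2.42. Between KO diaphragm and KO gastrocnemius they were -1.41, 1.03 and 2.54. The respiratory chain and mitochondrial ribosome lists were less alike, at 0.41 and 0.19 against 0.22 and 0.05. Both comparisons share the KO diaphragm arrays. The arrays labelled WT diaphragm were not the same as those of WT gastrocnemius, with 92 genes called between them (39 to 55 without WT diaphragm replicate 1 or 3 or any 1 WT gastrocnemius array). Smooth muscle markers were higher on the arrays labelled WT diaphragm by 0.48 (camera, adjusted p = 1.1e-06, and 0.80 with an estimated correlation). The paper's qRT-PCR of *Ppargc1a* and its electron microscopy of mitochondrial size, both in diaphragm, run in the direction it reports for the arrays. Its fiber staining does too, but was done on gastrocnemius. Its qRT-PCR has *Ucp2*, which has no array value here, higher in KO diaphragm. It also has *Ucp1* higher there, where the array value was 0.06 (adjusted p = 0.77). None of these measures settles the labels, and the paper's text names no reporter or cassette in the allele.

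*Nnt*, a mitochondrial transhydrogenase that the paper does not discuss, rose by 1.91 in KO gastrocnemius and by 3.45 in KO diaphragm relative to the arrays labelled WT diaphragm; *Mmrn1*, the other measured gene of a list of genes known to differ between C57BL/6 substrains, was at 0.03 (adjusted p = 0.97) and 3.39. Genes called in gastrocnemius gathered on some chromosomes (permutation p = 0.0018 for their spread), with 21 of 1737 genes of chromosome 7 and 14 of 940 of chromosome 17 called. Regions from another mouse strain may therefore underlie part of the 118 calls. *Cox6a2* itself lies on chromosome 7. With it left out, the odds ratio of calls on chromosome 7 was 2.31 in gastrocnemius (95% interval 1.36 to 3.74, Fisher's exact test). In diaphragm it was 0.849 (95% interval 0.756 to 0.953). A region next to *Cox6a2* remains open, with an odds ratio in gastrocnemius of 3.496 (95% interval 0.413 to 13.3, Fisher's exact test) among the 100 nearest genes, 2 of which were called. For *Nnt*, loss of *Cox6a2* and a strain variant cannot be told apart, because genotype and breeding source go together.

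The respiratory chain genes were higher in KO gastrocnemius as a set by camera at its preset correlation (adjusted p = 2.1e-13), but not with an estimated one (adjusted p = 0.52 with an estimated correlation) or by fry (adjusted p = 0.148). A trend with signal strength is argued against, since 0 of 10000 matched random lists had a mean as high. A difference made by single arrays is argued against by the spread within the gastrocnemius groups. The lowest KO gastrocnemius array lay above the highest WT gastrocnemius array by 0.171, with an SD of 0.0153 or less within these groups. The mean was 0.195 to 0.209 with each gastrocnemius array left out. Above the highest of the 6 arrays labelled WT, which include those of doubtful muscle, the lowest KO gastrocnemius array lay by 0.0741. The spread was wider elsewhere, with an SD of 0.181 on the arrays labelled WT diaphragm and 0.0893 in KO diaphragm. The SD pooled over the 4 groups was 0.101, so that the point holds for the spread of the gastrocnemius arrays only. An effect of the knockout stays open, and a difference between the breeding sources, which go with genotype, may account for the rise of the respiratory chain genes as well. The exact permutation p of 0.1 is fixed by 3 arrays against 3 and decides nothing, and against the 6 arrays labelled WT, 3 of them of doubtful muscle, it was 0.0357. Macrophage markers were lower in KO gastrocnemius, with a mean of -0.36 and 10 of 10 negative (camera, adjusted p = 0.0020, and 0.52 with an estimated correlation). Mesothelial markers had a mean of -0.21, with 8 of 8 negative (camera, adjusted p = 0.068), and endothelial markers one of 0.02. Whether these shifts go with the rise of the respiratory chain genes was not tested.

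By label, the test of the interaction called 1747 genes with a higher and 1211 with a lower change in diaphragm than in gastrocnemius. The respiratory chain differed by 0.21, or by 0.109 without the array labelled WT diaphragm replicate 2. As the arrays labelled WT diaphragm enter this test, its calls may hold a difference between muscles. Of 100 splits within the muscles, 1 called 2958 genes or more, the real one itself, and the highest of the others called 2765. The count of the interaction follows the diaphragm arrays: the 9 other splits that keep these as labelled called 2226 to 2765 genes, and no split that changes them called more than 1. The share of 1 in 100 thus joins a diaphragm part and a gastrocnemius part, in each of which the real split is 1 of 10. Neither part alone can reach a share under 0.05, so that chance is not excluded for either muscle. For KO against WT diaphragm the real split called 5496 genes and the highest other split 0, for KO against WT gastrocnemius 118 and 5, and for WT diaphragm against WT gastrocnemius by label 92 and 2; with 10 splits each, the real one being 1 of them, no share under 0.05 can be reached. The immediate-early genes had a mean log2 fold change of 0.73 in KO gastrocnemius, a signal in genes that the paper does not discuss.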

How the results depend on the processing

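Among the results below, the fit without the arrays labelled WT diaphragm was the test chosen after the results were seen. The counts of genes in diaphragm were 3258 higher and 2238 lower, with 2968 and 2803 after median centring, 2764 and 2838 after quantile normalization and 1054 and 935 by the methods' t-test with Benjamini-Hochberg adjustment. Leaving out 1 array gave 2642 to 3348 higher and 1583 to 2344 lower. In gastrocnemius, 81 higher and 37 lower genes became 52 and 17 with the muscle fitted alone, where fewer arrays give the spread, 57 and 20 without the arrays labelled WT diaphragm, 157 and 30 after median centring, 0 and 0 by the t-test with that adjustment and 1557 and 1151 by the t-test without it. Quantile normalization gave 48 higher genes. Leaving out 1 array gave 24 to 102 higher and 8 to 45 lower; each of the 6 gastrocnemius arrays lowered the first to 45 or less, and each but WT replicate 2 the second to 22 or less. Between WT diaphragm and WT gastrocnemius, 92 genes became 193 among genes at or above the median signal and 39 to 105 with 1 array left out, the 5 lowest counts, up to 55, being those without WT diaphragm replicate 1 or 3 or 1 WT gastrocnemius array. Without WT diaphragm replicate 2 the mean of the mitochondrial ribosome in diaphragm was 0.11 in place of 0.188 and the difference between the muscles of the respiratory chain 0.109 in place of 0.214, with both still called by camera at the preset correlation. With all arrays and an estimated correlation neither was called (camera, adjusted p = 0.51 and 0.70). Except where stated, the cause was not tested.

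No list or named result called in the fit reported changed direction. With an estimated correlation, the adjusted p of the lists was 0.282 for the respiratory chain in diaphragm, 0.521 in gastrocnemius and 0.699 for the interaction, 0.226 for the oxidative fiber genes and the citric acid cycle in diaphragm, 0.531 for the citric acid cycle in gastrocnemius, 0.199 for fatty acid oxidation in diaphragm, and 0.509 and 0.521 for the mitochondrial ribosome in diaphragm and gastrocnemius. With fry it was 0.148 for the respiratory chain in gastrocnemius, 0.144 for its interaction, 0.182 for the citric acid cycle and 0.147 for the mitochondrial ribosome in gastrocnemius. GSEA gave the citric acid cycle in gastrocnemius a normalized enrichment score of 1.71 (adjusted p = 0.0537), and 0.137 and 0.193 as adjusted p to the fusion and fission list in diaphragm and gastrocnemius, where camera had called it at the preset correlation (0.418 and 0.531 with an estimated correlation, and 0.182 with fry in gastrocnemius). The mean of the fatty acid list in gastrocnemius, not called, was -0.0152 after quantile normalization and -0.0277 to 0.103 with 1 array left out, and that of the oxidative fiber genes -0.0849 to 0.204. By the t-test with Benjamini-Hochberg adjustment, every gene named as called in gastrocnemius lost its call, *Cox6a2* with a log2 fold change of -4.81 included (adjusted p = 0.0511), and in diaphragm so did *Opa1*, at 0.391 (adjusted p = 0.088); over all named genes and comparisons, 140 values were no longer past the threshold.

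Of the correlations between arrays of the same number, 1 was over 0.1, that of WT diaphragm and WT gastrocnemius replicate 2 by label (0.148). Whether the replicate number pairs the arrays cannot be told from these values, as no arrays of different numbers are set beside them. With the replicate block, 5392 genes were called in diaphragm and 93 in gastrocnemius, 5212 and 76 of them shared with the fit without it, and it changed no list call. Signals near the lower end of the arrays limit what can be seen for dim genes.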

Differences from the paper's values

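The test of *Cycs* alone was chosen after the values were seen. For cytochrome *c* in diaphragm the paper's mean change is about 50% in Fig. 6B, read by eye, and the value here is 24.3% over the 2 genes *Cycs* and *Cyct*. Median centring gave 21.5%, quantile normalization 19.4% and the mean of all probe sets 16.4%, so that none of these alternatives set before the data were examined closed the gap. *Cycs* alone, which is the gene the heat map names, was at 44.1%, and *Cyct* was at 4.4%. The size of the gap thus follows the inclusion of *Cyct* in the mean.

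The paper states that markers of oxidative fibers rose in both muscles. Here, 13 of 15 rose in diaphragm, relative to the arrays labelled WT diaphragm, and 0 of 15 in gastrocnemius, where the mean log2 fold change was 0.07 (camera, adjusted p = 0.42). In gastrocnemius 10 of 15 were positive and 1 was higher at an unadjusted p under 0.05. GSEA on the signal-to-noise ratio gave the list a normalized enrichment score of 1.20 there (adjusted p = 0.37). Without WT gastrocnemius replicate 2 the mean was 0.204 and passed camera's test at the preset correlation; with all arrays the list was at adjusted p = 0.89 with an estimated correlation.

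The paper states that genes of mitochondrial function were higher in both muscles. In gastrocnemius camera called the respiratory chain and mitochondrial ribosome lists at its preset correlation, and GSEA on the signal-to-noise ratio called them too (normalized enrichment scores 2.49 and 2.47). Neither was called with an estimated correlation (adjusted p = 0.52 with an estimated correlation for each) or by fry (adjusted p = 0.148 and 0.147), and no single gene of them was called by limma (27 and 23 higher at an unadjusted p under 0.05). Table S3 gives a p for 5 of the 12 measured enzymes in gastrocnemius; 0 were called here after adjustment, and 4 of the same 5 passed the methods' t-test without adjustment. In diaphragm it gives a p for 9 of the 12, and the same 9 were called here.

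By qRT-PCR the paper reports *Ucp1* higher in KO diaphragm; on the arrays its log2 fold change was 0.06 (adjusted p = 0.77) relative to the arrays labelled WT diaphragm. The paper puts *Ucp1* mRNA much lower in other tissues than in brown fat. Whether the arrays could show a rise at such a level was not tested. The paper also reports changes of *Ucp2*, which has no value here because no probe set names it alone.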

Other observations

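The tests of neighbouring genes were chosen after the values were seen. Markers of several other cell types were higher in KO diaphragm than on the arrays labelled WT diaphragm. Of 10 macrophage markers 9 rose (9 when adjusted over the list alone), such as *Lyz2* (2.45) and *Adgre1* (2.00), and of 8 lymphocyte markers 6 rose (6 when adjusted over the list alone), such as *Ms4a1* (2.53) and *Ptprc* (2.17). Of 10 endothelial markers 8 rose (9 when adjusted over the list alone), *Kdr* by 1.55, and of 10 white adipocyte markers 7 rose and 1 fell (7 and 1 when adjusted over the list alone), *Adipoq* rising by 2.19. The KO diaphragm arrays differed among themselves for these lists, with means of 5.25, 6.75 and 6.68 for the lymphocyte and 8.65, 9.60 and 8.09 for the white adipocyte markers in replicates 1, 2 and 3. Of 7 smooth muscle markers 5 fell and 1 rose (5 and 1 when adjusted over the list alone); *Myh11* fell by 0.82. Camera gave an adjusted p of 1.6e-07 for the macrophage (adjusted p = 0.20 with an estimated correlation), 1.2e-04 for the lymphocyte (adjusted p = 0.28 with an estimated correlation), 1.4e-05 for the endothelial (adjusted p = 0.15 with an estimated correlation), 0.0054 for the white adipocyte (adjusted p = 0.39 with an estimated correlation) and 0.012 for the smooth muscle list (adjusted p = 0.37 with an estimated correlation). The means of the macrophage, lymphocyte, endothelial and white adipocyte lists were 1.28, 1.69, 0.64 and 1.10. Between KO diaphragm and KO gastrocnemius they were 1.30, 1.80, 0.81 and 0.88. The smooth muscle list was at 0.03 in that comparison, and was higher by 0.48 on the arrays labelled WT diaphragm than in WT gastrocnemius. These shifts may thus be a difference between muscles, and an effect of the knockout cannot be read from them. In KO diaphragm against the arrays labelled WT diaphragm, the clock genes *Bhlhe41*, *Tef* and *Cry2* had log2 fold changes of -1.30, -1.18 and -1.06. There, 6 of 13 clock genes were lower and 2 higher.

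In KO gastrocnemius, 4 of 10 immediate-early genes rose (7 higher and 1 lower when adjusted over the list alone), *Egr1* by 1.49 and *Dusp1* by 1.17, with a camera adjusted p of 4.1e-06 (adjusted p = 0.52 with an estimated correlation). Macrophage markers had a mean of -0.36 there (camera, adjusted p = 0.0020; adjusted p = 0.52 with an estimated correlation), with 0 of 10 called by limma and 3 lower at an unadjusted p under 0.05.

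The regulator of mitochondrial biogenesis that the paper measured by qRT-PCR in diaphragm, and genes of uncoupling and glucose uptake that it names, had these values on the arrays. *Ppargc1a* had a log2 fold change of 1.11 (adjusted p = 0.011) in diaphragm and 0.67 (adjusted p = 0.27) in gastrocnemius, *Ucp3* of -2.24 (adjusted p = 7.9e-05) and 0.35 (adjusted p = 0.59), *Ucp1* of 0.06 (adjusted p = 0.77) and -0.25 (adjusted p = 0.38), and *Slc2a4* of 0.05 (adjusted p = 0.70) and 0.15 (adjusted p = 0.42).

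Of the 3258 genes higher in KO diaphragm than on the arrays labelled WT diaphragm, 2525 were also higher in KO diaphragm than in KO gastrocnemius, where independent lists would share 577.6, and of the 2238 lower genes 1303 were also lower, where independent lists would share 250.5. As both comparisons hold the KO diaphragm arrays, their lists are not independent, and no simulated overlap is available for these counts. The fold changes of these comparisons, which share the KO diaphragm arrays, correlated at 0.882 across genes, with 0.502 in simulations without effects, and their covariance was 0.187, with 0.0082 in simulations. The simulated values hold the part that comes from sharing arrays. The mean change of the glycolytic fiber genes between KO diaphragm and KO gastrocnemius was 1.05 of that between KO diaphragm and these arrays, a comparison chosen after the values were seen. Genes are not independent replicates. Among the 100 genes nearest to *Cox6a2*, 24 were called in diaphragm, an odds ratio of 0.828 (95% interval 0.500 to 1.33, Fisher's exact test).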
